# Plasmid fitness costs are caused by specific genetic conflicts enabling resolution by compensatory mutation

**DOI:** 10.1371/journal.pbio.3001225

**Published:** 2021-10-13

**Authors:** James P. J. Hall, Rosanna C. T. Wright, Ellie Harrison, Katie J. Muddiman, A. Jamie Wood, Steve Paterson, Michael A. Brockhurst

## Abstract

Plasmids play an important role in bacterial genome evolution by transferring genes between lineages. Fitness costs associated with plasmid carriage are expected to be a barrier to gene exchange, but the causes of plasmid fitness costs are poorly understood. Single compensatory mutations are often sufficient to completely ameliorate plasmid fitness costs, suggesting that such costs are caused by specific genetic conflicts rather than generic properties of plasmids, such as their size, metabolic burden, or gene expression level. By combining the results of experimental evolution with genetics and transcriptomics, we show here that fitness costs of 2 divergent large plasmids in *Pseudomonas fluorescens* are caused by inducing maladaptive expression of a chromosomal tailocin toxin operon. Mutations in single genes unrelated to the toxin operon, and located on either the chromosome or the plasmid, ameliorated the disruption associated with plasmid carriage. We identify one of these compensatory loci, the chromosomal gene *PFLU4242*, as the key mediator of the fitness costs of both plasmids, with the other compensatory loci either reducing expression of this gene or mitigating its deleterious effects by up-regulating a putative plasmid-borne ParAB operon. The chromosomal mobile genetic element Tn6291, which uses plasmids for transmission, remained up-regulated even in compensated strains, suggesting that mobile genetic elements communicate through pathways independent of general physiological disruption. Plasmid fitness costs caused by specific genetic conflicts are unlikely to act as a long-term barrier to horizontal gene transfer (HGT) due to their propensity for amelioration by single compensatory mutations, helping to explain why plasmids are so common in bacterial genomes.

## Abstract 2

Plasmids impose fitness costs on their hosts, but the underlying mechanisms have been unclear. This study shows that specific gene interactions, rather than general properties of plasmids such as their size, are principally responsible for the burden plasmids impose. The propensity of such conflicts to be ameliorated by single compensatory mutations may help to explain why plasmids are so widespread.

## Introduction

Plasmid-mediated horizontal gene transfer (HGT) is a powerful force in bacterial evolution. Many of the traits necessary for the ecological success of bacteria in new environments are carried between bacterial strains and species by plasmids. In hospitals, plasmids mobilise antimicrobial resistance genes between pathogens, commensals, and environmental bacteria of diverse species [1–3]. In soil, plasmids are responsible for bioremediation of contaminated sites and provide new ecological opportunities both to free-living and to plant-associated bacteria [4,5]. In infections, plasmids provide key virulence determinants necessary for colonisation and establishment and factors that assist in immune evasion and pathogen transmission [6,7]. Thus, in diverse habitats, plasmids are integral constituents of microbiomes, acting as potent drivers of bacterial evolutionary ecology, in large part through their role as vehicles of HGT [8–11].

However, there exist various features of recipient bacteria that restrict plasmid transmission and thus the flow of genetic information [12]. Some of these features impede acquisition of plasmids, such as entry exclusion systems, CRISPR, and restriction systems [13,14]. Other barriers emerge from the inability of plasmids to replicate or to segregate effectively to daughter cells. Importantly, even if a plasmid can enter, replicate, and be passed to daughter cells, its longer-term persistence is contingent upon the fitness costs that emerge from plasmid carriage [15,16].

Plasmid-imposed fitness costs are the negative impacts on reproduction and/or survival that emerge as a consequence of plasmid carriage [15]. These costs are thought to act as major barriers to plasmid maintenance—and plasmid-mediated HGT—because cells burdened by the costs of plasmid carriage are outcompeted by others that lack the plasmid and its associated costs [17]. Importantly, selection for plasmid-borne genes (e.g., by antibiotics) is insufficient to explain plasmid persistence in the long term, because those genes can become relocated to the chromosome through recombination, resulting in net fitness costs of plasmid carriage, favouring plasmid loss [17–19]. Therefore, to understand plasmid maintenance—and by extension the ability of plasmids to act as vehicles of gene exchange in bacterial communities—it is crucial to understand the mechanisms that underlie plasmid fitness costs and how these costs may be resolved.

A variety of causes of plasmid fitness costs have been proposed [15], but in most cases, the underlying molecular mechanisms remain unknown. General properties of plasmids may explain costs because cellular resources—not least nucleotides, amino acids, and the machineries of replication, transcription, and translation—must be redirected to plasmid activity, imposing a metabolic burden [16,20]. These costs would be expected to scale with plasmid size, copy number, and gene expression, being higher for plasmids that are large, multicopy, and/or have highly active promoters. Plasmid DNA composition, particularly guanine-cytosine (GC) content and bias in codon use, is another general property that can be a potential source of plasmid costs, exacerbating the inefficiencies in bacterial physiology caused by plasmid maintenance [21,22]. Alternatively, plasmid fitness costs can derive from the effects of specific plasmid genes. Some plasmid-borne genes are costly in and of themselves, for example, some efflux pumps [23] or the conjugative pilus that can disrupt the cell membrane and exposes bacteria to phage predation [24], whereas other plasmid genes elicit deleterious interactions with chromosomal genes, for example, by triggering stress responses [25] or interfering with metabolism [26,27].

Commonly, plasmids or the host bacterium undergo compensatory evolution, reducing the costs of plasmid carriage and hence the strength of purifying selection against plasmids, enabling maintenance [15,23,28–33]. Intuitively, the nature of compensatory mutations can provide an insight into the causes of plasmid fitness costs. If costs emerge from general properties of plasmids, we might expect large-scale changes, such as deletions that reduce plasmid size, or many individual changes to plasmid codon usage. On the other hand, if costs derived from specific plasmid genes or specific plasmid–chromosomal gene interactions, we might instead expect targeted deletions, mutations, or regulatory changes affecting only those genes. While some studies of compensatory evolution do report large-scale plasmid deletions [28,34], the majority implicate one or few mutations to specific genes as responsible for ameliorating the cost of plasmid carriage [23,25,29–33]. Correspondingly, meta-analysis of fitness costs estimates found no correlation between the size of plasmids and their fitness costs [35]. The available data are therefore consistent with the hypothesis that specific genetic interactions may commonly underlie plasmid fitness costs. Identifying these interactions, and how they are resolved by compensatory evolution, is crucial for understanding the evolution and ecology of HGT. In particular, the location of compensatory evolution is predicted to have important consequences: If the compensatory mutation occurs to the plasmid, then it is propagated with onwards horizontal transmission [30,36], whereas mutations occurring on the chromosome can potentially facilitate accumulation of many different plasmids [32,37]. However, chromosomal and plasmid compensations may not both be available for some plasmid–host combinations owing to the mechanism by which plasmid costs emerge and are resolved. Although many compensatory mutations have been identified for different plasmid–bacterial pairings, the mechanistic bases of compensation and thus the nature of the resolved fitness costs, often remain unclear.

Here, we take advantage of a plasmid–host system where multiple genetic pathways of compensatory evolution exist, to investigate the mechanistic bases of plasmid fitness costs and their amelioration. We have previously described 2 pathways of chromosomal compensatory mutation in *Pseudomonas fluorescens* SBW25, targeting the *gacA/S* global regulatory system or the hypothetical protein *PFLU4242*, which individually ameliorate the fitness costs of megaplasmids pQBR103 (425 kb), pQBR57 (307 kb), or pQBR55 (157 kb) [29,38]. In this study, we describe an additional plasmid-borne compensatory locus, the lambda repressor–like protein PQBR57_0059, which ameliorates the cost of pQBR57. Using a combination of experimental evolution, transcriptomics, and genetics, we then show that specific genetic conflicts between chromosomal and plasmid genes, not plasmid size or gene expression per se, are the principal cause of plasmid fitness costs in this system and identify a single chromosomal locus that acts as the key mediator of plasmid fitness costs.

## Materials and methods

### Bacterial strains

*P*. *fluorescens* SBW25 was cultured in 6-ml King’s B (KB) media in 30-ml glass universals (“microcosms”) at 28°C shaking at 180 rpm. Strains were labelled with either gentamicin resistance (GmR) or streptomycin resistance (SmR) by insertion of mini-Tn7 resistance cassettes into *attTn7* sites according to the protocol of Choi and Schweizer [39]. Allelic replacement of *gacA*, *gacS*, and *PFLU4242* genes was achieved using the pUIC3 suicide vector with a 2-step protocol as described previously [33]. The “evolved” pQBR57 plasmids came from strains A.01.65.G.002 (ancestral type) and B.09.65.G.029 (V100A variant; samples 1 and 49, respectively, from [40]). These plasmids were allowed to transfer into an ancestral SmR background which were used as donor strains for conjugation into the experimental lines. Plasmid pQBR103 was from [41].

Transconjugants for use in experiments were generated by mixing equal volumes of overnight cultures of donors and recipients and coculturing a 1:100 dilution in liquid KB for 24 hours before spreading on KB plates containing mercuric chloride (20 μM) and either gentamicin (30 μg/ml) or streptomycin (250 μg/ml). Candidate transconjugant colonies were re-streaked on selective media and tested by PCR for the presence of the plasmid. Independent transconjugants were used for each replicate. Conjugation rates were estimated using a similar protocol, except start and endpoint cultures were also spread on KB agar supplemented with 50 μg/ml X-gal to enumerate cfu of donors and recipients, and conjugation rate was calculated using the Simonsen and colleagues [42] method.

To express PQBR57_0059 independently of pQBR57, amplicons from the “anc” and “V100A” strains were cloned into the EcoRI/KpnI site of pUCP18 [43]. Inserts were sequenced, and 500-ng plasmid was transformed into *P*. *fluorescens* SBW25 GmR using the sucrose method [39]. Three independent transformants were generated (1 for each replicate). Putative pQBR57 *par* genes were cloned into pUCP18 and transformed into *P*. *fluorescens* SBW25 in a similar manner. pUCP18-containing lines were selected and maintained on kanamycin 50 μg/ml, and pQBR57 and pQBR103 variants were transferred to these lineages as described above. To test effects of expressing plasmid-regulated genes, candidates were cloned into the EcoRI/KpnI site of pME6032 [44] (or, for *PFLU4242*, the SacI/KpnI site), sequenced, and transformed into *P*. *fluorescens* as above. pME6032-containing lines were selected and maintained on 10 μg/ml (*Escherichia coli*) or 100 μg/ml (*P*. *fluorescens*) tetracycline, and expression was induced with 100 μM IPTG.

### Competitions

For all competitions, GmR strains were competed against SmR-*lacZ*^+^ [45] strains. Overnight cultures of competing strains were washed and resuspended in KB, mixed in approximately equal ratios, and used to inoculate a KB microcosm at a 1:100 dilution. Samples of the competitors were spread on KB agar supplemented with 50 μg/ml X-gal to estimate colony forming units at the beginning of the experiment and after 48 hours, and relative fitness was calculated as the ratio of Malthusian parameters W = ln(test_end_/test_start_)/ln(reference_end_/reference_start_) [46]. For all competitions, the reference strain was the plasmid-free SmR-*lacZ* strain, except where mentioned in **Fig 2B** (where the reference strain was the plasmid-free GmR strain). These assays are designed to assess the success of lineages that initially start with the plasmid, rather than plasmids per se, since competitors may gain or lose the plasmid during the assay. We considered this the most appropriate measure of fitness, as we were interested in understanding the impact of plasmid carriage on a bacterial host. We also used replica and selective plating to assess plasmid loss and conjugative transfer. Segregational loss had a negligible effect on the overall proportions of plasmid bearers over the 48 hours of the competition (<0.01% of initially resistant colonies became susceptible, see also Hall and colleagues [47] and **S8 Fig**). For the highest conjugation rate conditions (into *P*. *fluorescens*, where the donor has both compensatory mutations), transconjugants comprised approximately 10% of the final plasmid-bearing population. Including such transconjugants in the fitness calculations (i.e., defining W_plasmid_ = ln(plasmid-bearing_end_/plasmid-bearing_start_)/ln(plasmid-free_end_/plasmid-free_start_)) resulted in fitness values that were slightly greater (<7% on average) than those calculated above, but did not qualitatively affect study findings.

“Medium-term” competitions in soil were performed as described in [40]. Briefly, equal ratios of plasmid bearers and plasmid-free strains were mixed and added to soil microcosms and transferred into fresh media every 4 days for 5 transfers in total. Populations were enumerated by plating or replica plating onto selective media.

### Growth curves

Growth curves of pME6032-carrying lines were established from a 1:1,000 dilution of overnight culture into 150 μl KB + tetracycline ± 100 μM IPTG. Plates with growth curve cultures were incubated under humid conditions at 28°C shaking at 180 rpm (3-mm orbital radius), and OD600 was measured every 15 minutes on a Tecan Spark 10M plate reader. For testing plasmid-induced genes, 4 independent replicate cultures were established for each of 3 independent transformants. For testing *PFLU4242* expression, one replicate was conducted from each of 4 independent transformants/conjugations. Corrected OD600 was calculated by subtracting, from each reading, the mean absorbance from blank (no bacteria added) wells from that growth curve run.

### RNA extraction and sequencing

RNA was extracted using TRI Reagent (T9424, Sigma-Aldrich, Gillingham, Dorset). Overnight cultures of bacteria were subcultured 1:50 into 6-ml prewarmed KB microcosms and grown at 28°C shaking at 180 rpm. When cultures reached intermediate exponential phase (OD600 approximately 0.6, as assessed on a Tecan Spark plate reader), 1-ml samples were added to 0.4 volumes of ice-cold 95% ethanol 5% phenol “stop solution” [48], mixed gently, and incubated on ice for at least 30 minutes. Each of the 3 replicates was processed separately as a block. Samples were harvested at 4,500 G for 10 minutes, resuspended in 1 ml TRI reagent, and incubated at room temperate for 5 minutes. Amylene-stabilised chloroform (400 μl, Sigma-Aldrich 34854-M) was added to each tube and incubated for 2 to 15 minutes at room temperature. Samples were then transferred to 5Prime Phase Lock Gel “Heavy” tubes (733-2478, VWR, Lutterworth, Leicestershire) and centrifuged at 17,000 G for 15 minutes at room temperature. The aqueous phase was collected into a fresh microfuge tube, and 450-μl isopropanol was added to precipitate RNA. Samples were incubated at room temperature for 30 minutes before pelleting at 17,000 G for 30 minutes. The pellet was rinsed by gently adding 1 ml of 70% ethanol and pelleting at 7,500 G for 5 minutes. The supernatant was carefully removed, and the pellet was allowed to air dry before resuspension in RNase-free water at 65°C. To remove any residual contaminating DNA, RNA was diluted to ≤200 ng/μl and treated with TURBO DNA-free RNase-free DNase (AM1907, Invitrogen, Loughborough, Leicestershire) according to the manufacturer’s instructions. Reaction products were purified with Agencourt RNAClean XP beads. Ribosomal RNA was removed using the Bacterial RiboZero rRNA depletion kit (Illumina, Cambridge, Cambridgeshire), and stranded libraries generated using NEBNext Ultra-Directional RNA library preparation kit (Illumina). Libraries were sequenced using paired-end 2 × 150 bp sequencing on 2 lanes of a HiSeq 4000. Short read sequences are available on NCBI-GEO short-read archive, project accession GSE151570.

### RNA-seq analysis

Illumina adapter sequences were trimmed from the raw FASTQ files using Cutadapt version 1.2.1, using the option -O 3. The reads were further trimmed using Sickle version 1.200 (https://github.com/najoshi/sickle), with a minimum window quality score of 20, and reads shorter than 20 bp after trimming were removed. FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and MultiQC [49] were used to analyse the reads. Warnings arising from “Sequence content,” “Sequence length,” and “Sequence duplication” modules were followed up and found to be largely due to an overrepresentation of functional RNAs, namely tmRNA and RnaseP. Reads from each sample were aligned strand specifically using HISAT2 version 2.1.0 [50] to the corresponding reference sequence(s): either the *P*. *fluorescens* SBW25 chromosome (AM181176) alone, the chromosome with pQBR57 (LN713926), or the chromosome with pQBR103 (AM235768). The options phred33, no-spliced-alignment, new-summary, and rna-strandness RF were used, and the output was filtered using samtools to remove mappings with PHRED-scaled quality <10. The function featureCounts from the Rsubread package version 1.30.9 [51] was used to identify the reads mapping to each feature, and the table of counts was analysed in edgeR version 3.22.5 [52]. Here, we restricted differential expression analysis to putative protein-coding genes. Expression of chromosomal genes was analysed in a set of negative binomial generalized linear models (GLMs), and all treatments were compared with the plasmid-free ancestor with a series of quasi-likelihood F tests. *p*-Values were corrected using the Benjamini–Hochberg false discovery rate (FDR) of q = 0.05.

### Statistical analyses

Relative fitness of knockout strains was analysed in a linear mixed-effects model (LMM) using the R package nlme. The data were Box-Cox transformed to meet model assumptions. A model was fitted to all interactions of plasmid and host genotype. Transconjugant replicate was included as a random effect. Model reduction was performed using stepwise Akaike information criterion (AIC) comparisons and likelihood ratio tests. Effects of mutations and of plasmid carriage were estimated using post hoc tests with *p*-value adjustment using a multivariate *t* distribution using the lsmeans() function in the R package emmeans.

Relative fitness of plasmid mutants was analysed in a linear model with Box-Cox transformation. Although the effect of the *lacZ* marker was found to be nonsignificant (1-sample *t* test, t_5_ = 0.32, *p* = 0.76), fitness values were initially corrected for marker effects to give W_corr_ by dividing each measurement by the mean fitness of plasmid-free strains (1.01). A linear model was performed with plasmid and marker and their interaction as fixed effects. Model reduction was performed using stepwise AIC comparisons and F tests. We detected no interaction effect of the marker (F_1,25_ = 0.03, *p* = 0.86). Post hoc pairwise contrasts were performed as above.

Relative fitness of plasmid mutants was analysed in a linear model, with plasmid and knockout and their interactions as fixed effects, with post hoc contrasts performed as above.

Relative fitness of strains expressing PQBR57_0059 in trans, or the pQBR57 *parAB* genes in trans, were each analysed with LMMs, with transformant as a random effect, and pUCP variant and pQBR variant and their interactions as fixed effects. Model reduction was performed using stepwise AIC comparisons and likelihood ratio tests, and post hoc tests were performed as above. The experiments with pQBR103 and the pQBR57 *parAB* genes were analysed using linear models, as transconjugant replicates were not repeatedly measured.

The dynamics of different PQBR57_0059 variants over time were analysed using an LMM. We used Box-Cox–transformed cumulative plasmid density as the response variable and PQBR57_0059 status as a fixed effect. PQBR57_0059 variant was modelled using a random effect.

Growth curves were analysed using the ratios of cumulative densities of IPTG-induced and noninduced conditions as the response variable, and pME6032 insert as a fixed effect. Transformant replicate was modelled as a random effect. Post hoc contrasts were performed for each strain against the no-insert control using the trt.vs.ctrl option in lsmeans(), with *p*-value adjustment using the multivariate *t* distribution.

Data and example analysis scripts are available at https://github.com/jpjh/COMPMUT/ and at the University of Liverpool Datacat, doi: 10.17638/datacat.liverpool.ac.uk/1275.

## Results

### Mutations to PFLU4242 and pQBR57_0059 emerged in parallel in evolution experiments

Previous evolution experiments with *P*. *fluorescens* SBW25 and megaplasmids pQBR103, pQBR57, or pQBR55 have identified 4 key genes implicated in plasmid compensatory evolution in this strain [29,33,38,40,53] (**Fig 1**; full details and discussion in **S1 Text**): the *gacA/S* 2-component signalling pathway, which has repeatedly been associated with pQBR103 and pQBR55 carriage; *PFLU4242*, an accessory chromosomal gene that has been mutated in evolution experiments with all 3 pQBR plasmids tested; and *PQBR57_0059*, the only plasmid-borne gene that was a target of parallel evolution in pQBR57 [54]. Parallel mutations are a strong signal of selection [55,56], and the appearance of similar mutations in experiments with different plasmids led us to hypothesise that mutations to *PFLU4242* and *gacS* were general mechanisms of plasmid compensation in *P*. *fluorescens* SBW25. Given the difficulties of isolating wild-type pQBR55 transconjugants (i.e., without de novo compensation [29]), we focused on identifying the basis of fitness cost and amelioration in the 2 larger megaplasmids, pQBR57 and pQBR103. These mercury resistance plasmids were originally acquired by exogenous isolation from the same agricultural site in Oxfordshire, and, although distinct by RFLP analysis, genome sequencing revealed some distant gene similarity and synteny between pQBR103 and pQBR57 [47]. Sequenced pQBR plasmids do not clearly conform to established incompatibility types, but pQBR103 and pQBR57 have been shown experimentally to be compatible [38].

**Fig 1:**
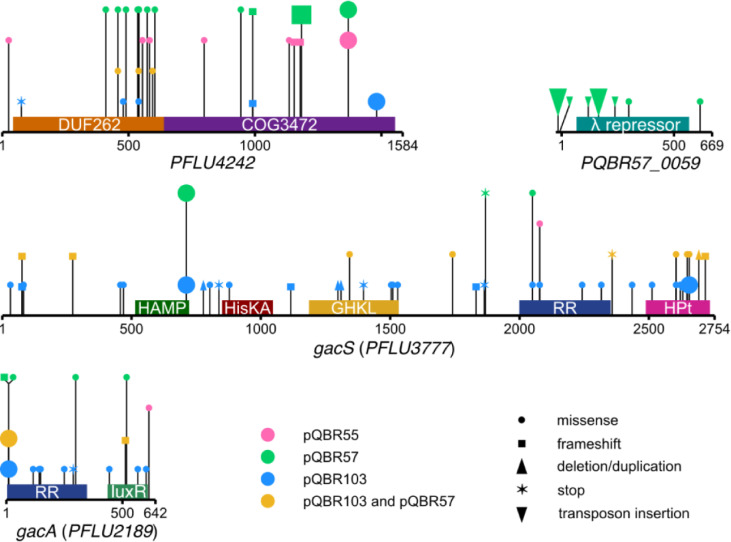
Targets of compensatory mutation. Diagrams show the 4 genes associated with parallel compensatory mutations from Harrison and colleagues [33], Hall and colleagues [29,40,54], and Carrilero and colleagues [38]. Symbols indicate the location of the mutation in the nucleic acid sequence. The colour of the symbol indicates the plasmid with which that mutation was associated, and the shape of the symbol indicates the type of mutation. Amino acid identical mutations (or identical insertion sites) that emerged in parallel in >1 population for that plasmid are shown as a larger symbol. Predicted domains are indicated as coloured bars above each sequence. COG, cluster of orthologous genes; DUF, domain of unknown function; luxR, luxR-type; RR, response regulator; other abbreviations follow PFAM convention (pfam.xfam.org). The full list of mutations across these studies, as well as a discussion of how these genes were identified, is provided in **S1 Text**. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

### Mutations to *PFLU4242*, to *gacS*, or to pQBR57_0059 ameliorate the costs of plasmid carriage

First, to test whether *PFLU4242* and *gacS* mutations indeed had a general effect on plasmid cost, we generated pQBR57 and pQBR103 transconjugants in either wild-type bacteria or in mutant backgrounds where we had deleted *PFLU4242* or *gacS* and measured fitness by direct competition against a plasmid-free isogenic strain (**Fig 2A**). Knockouts were used since the diversity of naturally arising mutations to each target (including deletions) was indicative of loss of function (**Fig 1**). Consistent with our hypothesis, we detected a significant effect of mutation on the fitness costs of plasmid carriage (LMM, plasmid:host interaction likelihood ratio test (LRT) *χ*^2^ = 37.3, *p* < 1e-6). Each plasmid levied a significant cost in the wild-type background, corresponding with previous studies [38,47]: for pQBR57, 17.8% (*t* = 4.8, *p* = 0.003) and for pQBR103, 52% (*t* = 10.2, *p* < 0.001). Mutation of *PFLU4242* resulted in substantial amelioration such that we did not detect a significant fitness cost of either plasmid (post hoc contrasts with multivariate *t* (“mvt”) adjustment pQBR57 *t* = 0.87, *p* = 0.99; pQBR103 *t* = 1.19, *p* = 0.95), as shown previously [38]. Mutation to *gacS* was more equivocal, with more effective compensation of pQBR103 than of pQBR57 [38]: pQBR57-carrying *ΔgacS* mutants were neither significantly different from plasmid-free strains (*t* = 2.1, *p* = 0.5) nor from wild-type pQBR57-carriers (*t* = 3.14, *p* = 0.09). Neither the Δ*gacS* nor the Δ*PFLU4242* mutants had a detectable fitness difference from wild-type (*gacS t* = −0.24, *p* = 1; *PFLU4242 t* = 0.27, *p* = 1), indicating that the effects of mutation were due to interaction with the plasmid rather than providing a direct fitness benefit.

**Fig 2:**
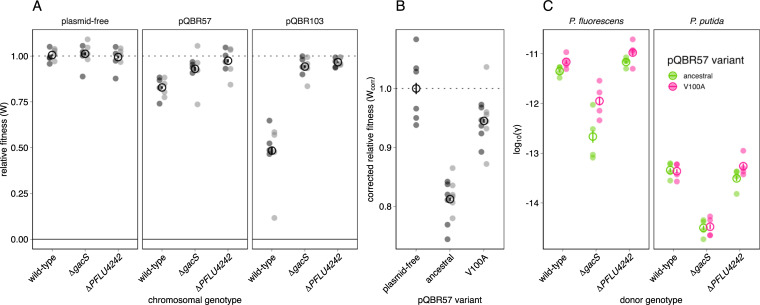
Relative fitness and conjugation rates of plasmid bearing strains and putative compensatory mutations. **(A)** Fitness of wild-type, Δ*gacS*, and Δ*PFLU4242* strains of *P*. *fluorescens* SBW25 carrying either no plasmid (left panel), pQBR57 (middle panel), or pQBR103 (right panel). All strains were competed against an isogenic, differentially marked plasmid-free wild-type *P*. *fluorescens* SBW25. Experiments were performed with 4 independent transconjugant strains as replicates, and were performed twice (light and dark grey). Each measurement is plotted, and the mean across all measurements for each condition indicated with an empty black circle, with error bars corresponding to standard error. **(B)** Fitness of strains with ancestral and V100A variant pQBR57 plasmids. Strains were competed against isogenic, differentially marked plasmid-free strains. Experiments were performed with a total of twelve independent transconjugants into either gentamicin-resistant (dark grey, *n* = 6) or streptomycin-resistant (light grey, *n* = 6) recipients. Relative fitness was corrected for marker effects as competitions were performed with both streptomycin- and gentamicin-resistant test strain backgrounds. For panels **A** and **B**, relative fitness of 1 (horizontal line) indicate no fitness difference between strains. **(C)** Conjugation rates of ancestral and V100A variant pQBR57 plasmids from wild-type, Δ*gacS*, or Δ*PFLU4242* strains of *P*. *fluorescens* SBW25 into either isogenic *P*. *fluorescens* or into *P*. *putida* KT2440. Experiments were performed with 4 independent transconjugant strains as replicates. Conjugation was measured according to Simonsen and colleagues [42]. For all panels, each measurement is plotted, and the mean across all measurements for each condition indicated with an empty circle, with error bars corresponding to standard error. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

To investigate the role of PQBR57_0059, we focused our attention on 2 sequenced, evolved pQBR57 variants from an evolution experiment [40]. One of these, A.01.65.G.002 (“anc”) was identical to the ancestor, while the other B.09.65.G.029 (“V100A”) had acquired only a single basepair mutation across its 307,330 bp length, resulting in a Val100Ala mutation in the predicted carboxyl-terminal domain of PQBR57_0059. By conjugating the A.01.65.G.002 (“anc”) and the B.09.65.G.029 (“V100A”) evolved pQBR57 variants into the ancestral strain of *P*. *fluorescens* SBW25, and each of the chromosomal mutants, we could specifically measure the effects of this mutation (**Fig 2B**). Competitions showed that the V100A mutation largely ameliorated plasmid cost (ANOVA, effect of plasmid F_2,27_ = 49.8, *p* = 8.65e-10; post hoc contrasts with mvt adjustment anc versus V100A, *p* < 1e-8; plasmid-free versus V100A, *p* = 0.037), but that possessing this plasmid mutation provided no additional benefit in either the *gacS* or the *PFLU4242* mutant backgrounds (post hoc contrasts, effect of plasmid mutation given chromosomal mutation (|*t*| < 1.7, *p* > 0.74) (**S1 Fig**). We also tested 10 additional PQBR57_0059 variants that emerged during the previously reported evolution experiment [40,54] and likewise found that, in general, plasmids with a disrupted PQBR57_0059 allele were significantly better at persisting in the soil microcosm environment in which they had evolved (LMM, effect of PQBR57_0059 disruption *χ*^2^ = 5.6, *p* = 0.02, **S2 Fig, S1 Text**), although variance was high between evolved plasmids, probably due to second-site mutations in pQBR57.

Together, these data confirm that mutation to the chromosomal gene *PFLU4242* effectively ameliorates the cost of both pQBR57 and pQBR103 (as we previously showed both for these plasmids [38] and for pQBR55 [29]), and, similarly, that mutation to the plasmid gene *PQBR57_0059* ameliorates the cost of pQBR57. As megaplasmid cost can be ameliorated by disruption to just 1 gene (*PFLU4242*, *gacS*, or *PQBR57_0059*) our results suggest that the major burden of these megaplasmids comes not from the maintenance of plasmid DNA but rather from an interaction that depends on the functioning of specific genes.

### Plasmid compensatory evolution need not negatively affect plasmid transmission

Next, we tested whether the different modes of plasmid compensatory evolution affected conjugation rates. For this, we focused on pQBR57, since both chromosomal and plasmid-borne genes are implicated. We measured both intraspecific (between isogenic *P*. *fluorescens* SBW25 strains) and interspecific (to *Pseudomonas putida* KT2440) conjugation (**Fig 1C**). Consistent with previous measurements made in soil [19], conjugation into *P*. *putida* occurred much less readily than between *P*. *fluorescens* (linear model, effect of recipient F_1,43_ = 925, *p* < 1e-8). The *ΔgacS* mutation had a significant effect, reducing both intraspecific and interspecific conjugation efficiency by approximately 10-fold (effect of chromosomal mutation F_2,43_ = 110, *p* < 1e-8). However, neither the Δ*PFLU4242* nor the PQBR57_0059_V100A mutations significantly reduced conjugation, within or between species (*p* > 0.14 for both modes of compensation). This suggests that there is no necessary trade-off between vertical and horizontal modes of plasmid replication and that compensatory mutations can potentially enhance both maintenance and spread of conjugative plasmids.

Interestingly, our previous study [33] that identified GacA/S mutation as a route to pQBR103 amelioration did not find a significant reduction in conjugation rates in the evolved lineages. However, the lack of significance in that study was driven principally by replicates that had mutations in PFLU4242 rather than GacA/S, consistent with our findings with the clean knockout strains reported here.

### Distinct pQBR plasmids have common and divergent effects on chromosomal gene expression

The observation that mutations to *PFLU4242* or *gacA/S* ameliorate the costs of different pQBR plasmids suggests that there are convergent physiological responses to the carriage and compensation of these different plasmids. To understand these responses and their resolution, we performed RNA sequencing (RNA-seq) on plasmid-free bacteria and from bacteria carrying either pQBR57 or pQBR103, either without amelioration mutations, or with the Δ*PFLU4242* or Δ*gacS* knockouts, or the PQBR57_0059 V100A mutation.

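RNA was sequenced from 30 cultures of P. fluorescens SBW25, 3 for each of 10 conditions. The wild type, ΔPFLU4242 and ΔgacS were each grown plasmid-free, with pQBR57 and with pQBR103, and the wild type was also grown with pQBR57 carrying the V100A change in PQBR57_0059. The authors state that the 3 replicates were processed separately as blocks. They trimmed the reads, aligned them to the chromosome with the plasmid that was present, and counted them per gene. The total count per library ranged from 20897120 to 26574372 (median 24160636) in plasmid-free wild type, from 11511283 to 34344182 (median 17080213) in plasmid-free ΔPFLU4242 and from 14464639 to 25370489 (median 20227386) in plasmid-free ΔgacS. With pQBR57 it ranged from 10629658 to 25110404 (median 17105922) in the wild type, from 15237187 to 30551445 (median 16239993) in ΔPFLU4242, from 20669578 to 32970004 (median 30742877) in ΔgacS and from 10862428 to 19649574 (median 15898243) with the V100A variant. With pQBR103 it ranged from 11724030 to 25735958 (median 21498591) in the wild type, from 11678076 to 20472700 (median 19329247) in ΔPFLU4242 and from 11861073 to 26254432 (median 20209820) in ΔgacS. Totals were 113% to 116% of the reads assigned to a gene. From these counts, 5966 of 6009 chromosomal protein-coding genes passed edgeR's filterByExpr and were tested here. One model was fitted to the 30 libraries with TMM normalization, and each comparison of 3 libraries against 3 used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called differentially expressed. The 426 genes of pQBR57 and the 478 genes of pQBR103 were tested over the libraries that carry that plasmid, at the library size and TMM factor of the chromosomal genes, so a plasmid gene that rose did so relative to the chromosome. Levels of single genes are TMM-normalized CPM. The comparisons, the gene lists and the alternative settings were fixed before the data were examined, apart from those named below as chosen later. Choices that moved counts of genes by over 1.5 times include leaving out 1 library, a model of only the libraries compared in place of all 30, a replicate block, DESeq2 in place of edgeR, and, for plasmid genes, the plasmid's own library size. The count tables write PFLU_1169 for the gene that the paper names PFLU1169, and the paper's form is used here.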

First, we analysed the effect of plasmid carriage without amelioration. Both plasmids caused extensive changes to gene expression, but the different plasmids had some common and some divergent effects on chromosomal gene expression (**Fig 3, S3 Fig**). pQBR57 affected the expression of 398 genes (FDR < 0.05), with 47 up-regulated >2× and 60 down-regulated >2×. pQBR103 affected expression of 254 genes, with 77 up-regulated >2× and only 11 down-regulated >2×. 

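With pQBR57, 131 chromosomal genes rose and 270 fell relative to plasmid-free wild type (edgeR, adjusted p under 0.05), of which 45 rose and 68 fell by over 2-fold. With pQBR103, 183 genes rose and 68 fell, 77 and 11 of them by over 2-fold. PFLU4128A rose from 138 ± 37.2 to 901 ± 160 CPM with pQBR57 (SD, n = 3), a log2 fold change of 2.71 (SE 0.25, adjusted p = 1.65e-07). PFLU0054 rose with pQBR57, by a log2 fold change of 2.09 (SE 0.19, adjusted p = 1.09e-07), and with pQBR103, by 2.98 (SE 0.19, adjusted p = 7.23e-11). Among the genes that fell with pQBR57 were PFLU5608 (log2 fold change -2.15, SE 0.27, adjusted p = 1.07e-05), PFLU3191 (-1.93, SE 0.15, adjusted p = 2.90e-08) and PFLU1508 (-1.78, SE 0.32, adjusted p = 0.00141). PFLU5449 fell with pQBR103 from 21.5 ± 5.08 to 8.93 ± 1.58 CPM (SD, n = 3), a log2 fold change of -1.27 (SE 0.23, adjusted p = 0.000888). Of 35 flagellar genes, 4 rose with pQBR57 (12 when adjusted over the list alone), and the list rose against the other genes (camera, adjusted p = 1.50e-06, but adjusted p = 0.199 with an estimated correlation). Among them, motA (PFLU0508), which encodes part of the flagellar motor, had a log2 fold change of 0.59 (adjusted p = 0.00806). In a fit of only the libraries compared none of the 4 passed the test (adjusted p = 0.0511 for motA, 0.0570 for motB, 0.122 for flgJ and 0.139 for flhF), and without replicate C of pQBR57 only motA did (0.0734 for motB, 0.0610 for flgJ and 0.108 for flhF). No flagellar gene passed the test with pQBR103. With pQBR57, 2 of 33 genes of the respiratory chain and ATP synthase, 1 of 11 genes of the TCA cycle, 1 of 15 genes of type VI secretion and 1 of 5 general stress genes fell (3 general stress genes when adjusted over the list alone). These genes were ccoG and cyoE, icd, tssI and ahpC, and none of the 5 calls held without replicate A of plasmid-free wild type (adjusted p = 0.157, 0.210, 0.0811, 0.0843 and 0.117 in this order) or without replicate C of pQBR57 (0.134, 0.179, 0.0964, 0.0648 and 0.129). The general stress list fell as a set (camera, adjusted p = 0.0168, and 0.171 with an estimated correlation). Of 52 genes of ribosomal proteins, none passed the test with either plasmid. As a set they were slightly higher with pQBR57 (median log2 fold change 0.16, camera adjusted p = 0.00195) and slightly lower with pQBR103 (-0.14, adjusted p = 0.00436), with adjusted p = 0.725 and adjusted p = 0.812 with an estimated correlation. None of the 11 chaperone and heat shock genes, 8 siderophore and iron uptake genes, 5 alginate and cellulose genes, 2 genes of secreted enzymes, 2 chemotaxis genes and 6 Gac and Rsm regulator genes passed the test with either plasmid, and the lists of over 2 genes did not pass camera. For pQBR57, the 3 libraries with the plasmid lay all above or all below the 3 plasmid-free libraries in 1804 of 5966 genes (30.2%). For pQBR103 this held for 1295 (21.7%). Chance gives 10% for independent libraries, which libraries processed as blocks may not be. For pQBR57, 141 genes were called without replicate A of plasmid-free wild type, 191 without replicate A of pQBR57 and 129 without replicate C of pQBR57, 203 in a fit of only the libraries compared and 682 with a replicate block. For pQBR103, 123 and 139 were called without replicates B and C of plasmid-free wild type, and 134 and 152 without replicates A and C of pQBR103.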

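Genes of the SOS response and of DNA repair rose with both plasmids. Of 16 such genes, 8 rose with pQBR57 and 7 with pQBR103 and none fell (10 and 8 rose when adjusted over the list alone). The gene sulA (PFLU1559), which encodes an SOS-induced inhibitor of cell division, rose from 31.1 ± 1.51 CPM in plasmid-free wild type to 68.7 ± 2.26 with pQBR57 and 125 ± 13.1 with pQBR103 (SD, n = 3). These are log2 fold changes of 1.14 (SE 0.12, adjusted p = 8.18e-07) and 2.01 (SE 0.12, adjusted p = 3.88e-11). The gene recN (PFLU5271), for repair of double-strand breaks, rose by a log2 fold change of 0.94 (SE 0.10, adjusted p = 9.35e-07) with pQBR57 and 1.26 (SE 0.10, adjusted p = 6.96e-09) with pQBR103. For recX (PFLU1190), which encodes a regulator of RecA, the changes were 0.62 (SE 0.12, adjusted p = 0.00186) and 0.70 (SE 0.12, adjusted p = 0.000388). The recombinase gene recA (PFLU1189) rose with pQBR103 from 511 ± 61.5 to 861 ± 157 CPM (SD, n = 3), a log2 fold change of 0.75 (SE 0.13, adjusted p = 0.000605). Against all the other genes tested, the list rose with pQBR57 (camera, adjusted p = 3.93e-12, and 2.17e-05 with an estimated correlation) and with pQBR103 (adjusted p = 4.73e-20, and 2.79e-07).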

“Gene Ontology” (GO) terms enriched among the up-regulated genes for both plasmids included those associated with the SOS response and signal transduction. However, there were divergent effects of each plasmid, particularly for 33 genes that were up-regulated by pQBR103 but down-regulated by pQBR57. 

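Of the 5966 genes tested, 37 rose with pQBR103 and fell with pQBR57, with median log2 fold changes of 0.89 and -0.87. Independent lists of these lengths would share 8.28 genes, a figure that leaves out that both comparisons use the same plasmid-free libraries. Among the 37, and named here after their values were seen, were fapF (PFLU2696), which in Pseudomonas encodes an outer membrane protein for amyloid fibres, and the neighbouring genes PFLU3391 to PFLU3393, PFLU3900 to PFLU3902 and PFLU5582 to PFLU5584. The level of fapF was 58.1 ± 10.8 CPM in plasmid-free wild type, 30.1 ± 3.44 with pQBR57 and 114 ± 11.4 with pQBR103 (SD, n = 3), log2 fold changes of -0.95 (SE 0.19, adjusted p = 0.00388) and 0.97 (SE 0.19, adjusted p = 0.00247). Of the 37 genes, 15 lay beside another of the set by locus tag, against a mean of 0.444 and a maximum of 8 in random draws (permutation test, p = 1e-05, the smallest that 100000 draws can give). These draws treat neighbouring genes as independent, and they are not. Compared directly, 783 genes were higher and 440 lower with pQBR103 than with pQBR57. PFLU4128A was lower with pQBR103, at 127 ± 15.0 CPM (SD, n = 3), a log2 fold change of -2.82 (adjusted p = 7.87e-08), and PFLU3191 was higher, by 2.32 (adjusted p = 2.38e-10). The direct comparison called 757 genes without replicate C of pQBR57 and 797 without replicate C of pQBR103, in place of 1223. The set of 37 held 17, 16 and 14 genes without replicates A, B and C of plasmid-free wild type, 22 and 10 without replicates A and C of pQBR57 and 17 without replicate C of pQBR103. It held 22 genes in a fit of only the libraries compared and 61 with a replicate block.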

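Of 23 genes of carbohydrate metabolism and transport, 6 fell with pQBR57 (7 fell and 1 rose when adjusted over the list alone) and 6 rose with pQBR103 (8 when adjusted over the list alone). The gene treZ (PFLU3365), for the synthesis of trehalose, was at 45.1 ± 1.22 CPM in plasmid-free wild type, 26.0 ± 2.12 with pQBR57 and 80.4 ± 16.6 with pQBR103 (SD, n = 3). Its log2 fold changes were -0.80 (SE 0.16, adjusted p = 0.00388) and 0.83 (SE 0.16, adjusted p = 0.00197). The gene glgX (PFLU3369), which encodes a glycogen debranching enzyme, had log2 fold changes of -0.83 (SE 0.18, adjusted p = 0.00647) and 1.04 (SE 0.17, adjusted p = 0.000409). The glycogen branching enzyme gene glgB (PFLU2763) rose with pQBR103 from 47.5 ± 1.48 to 78.0 ± 14.1 CPM (SD, n = 3), a log2 fold change of 0.71 (SE 0.14, adjusted p = 0.00247). Between the plasmids, 11 of the 23 genes were higher and 1 was lower with pQBR103 than with pQBR57 (13 and 1 when adjusted over the list alone). As a set, the list passed camera for pQBR57 (adjusted p = 0.0168), for pQBR103 (adjusted p = 6.15e-05) and between them (adjusted p = 6.16e-06), and none of these held with an estimated correlation (adjusted p = 0.356, adjusted p = 0.0741 and adjusted p = 0.190).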

Carbohydrate metabolism was overrepresented in this set (7/33 GO:0005975 “carbohydrate metabolic process,” p_adj_ = 0.008), suggesting that while there was a common response to megaplasmid acquisition, each plasmid also had specific effects [26].

**Fig 3:**
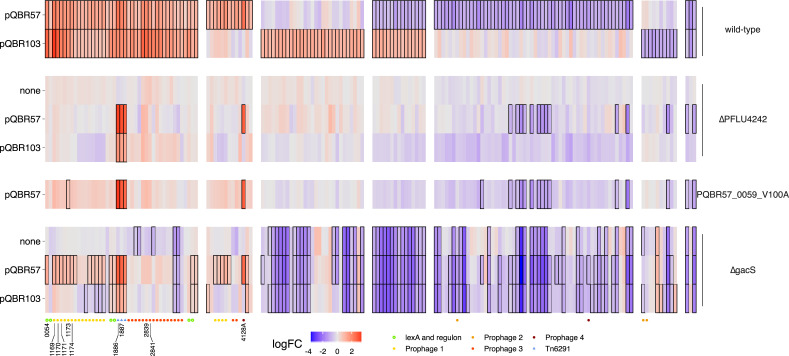
Common and divergent effects on chromosomal gene expression following plasmid acquisition and amelioration. Each column in the heatmap refers to a differentially expressed (FDR < 0.05, absolute log_2_ fold-change > 1) gene in bacteria carrying either plasmid relative to plasmid-free. Note: There were no additional genes meeting these criteria in the Δ*PFLU4242* or PQBR57_0059_V100A ameliorated strains; however, there were 401 additional differentially expressed genes as a result of *gacS* deletion, which have not been shown for clarity. Red indicates increase, and blue indicates decreases in expression; cells with a solid border had FDR < 0.05 for that specific condition. Columns have been grouped by pattern of response to pQBR57 and pQBR103. A coloured symbol below each gene indicates whether it is associated with a chromosomal MGE and/or the SOS response. Genes selected for cloning are labelled. FDR, false discovery rate. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

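In ΔPFLU4242 with pQBR57, 4 genes were over 2-fold lower than in plasmid-free wild type that were not over 2-fold changed by either plasmid in the wild type. They were PFLU3190, PFLU3414, PFLU3415 and PFLU5310, and all 4 were also differentially expressed with pQBR57 in the wild type, by less than 2-fold. In ΔPFLU4242, PFLU3414 had a log2 fold change of -1.62 (SE 0.16, adjusted p = 1.81e-07), PFLU3415 of -1.31 and PFLU5310 of -1.30 (adjusted p = 8.74e-05). PFLU3190 did not pass the test in a fit of only the libraries compared (adjusted p = 0.0984). With the V100A variant, PFLU3414 (log2 fold change -1.28) and PFLU3415 (-1.27) met the same criteria. This count of 2 was 5 without replicate A of V100A and 0 without replicate C of plasmid-free wild type (edgeR). In the strains with ΔgacS, 414 genes met them. The genes named here outside the rule for named genes were chosen after their values were seen.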

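The genes that rose by over 2-fold with both plasmids numbered 24, and their median log2 fold change was 1.79 with pQBR57 and 2.11 with pQBR103. They were PFLU0054, PFLU1169 to PFLU1174, sulA (PFLU1559), both lexA genes (PFLU1560 and PFLU3605), PFLU1886 to PFLU1888, PFLU2835, PFLU2836, PFLU2838, PFLU2839, PFLU2841, PFLU2850 to PFLU2854 and PFLU5959, listed in full after their values were seen. Independent lists of these lengths would share 0.581 genes. With no threshold on the fold, 47 genes rose with both plasmids, where independent lists would share 4.02, and 31 did so without replicate C of plasmid-free wild type. In 20 simulated sets with no change, at most 1 gene was called in a comparison, so these sets hold no overlap to set beside the 47 genes, and part of the excess over independent lists may come from the plasmid-free libraries that both comparisons use. The 7 genes that fell with both plasmids compare with 3.08 for independent lists.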

A closer examination of the differentially expressed genes shows a set of 50 genes that were at least 2-fold up-regulated by both plasmids. Many of these were co-localised in the genome, indicating co-regulation, and the possible activation of particular operons by pQBR103 and pQBR57. Of these 50 genes, 31 were in putative prophages, while 3 were in the Tn6291 transposon [40]. 

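Of the 24 genes that rose by over 2-fold with both plasmids, 21 lay beside another gene of the set by locus tag. Sets of 24 genes drawn at random from the genes tested held a mean of 0.182 such genes and a maximum of 6 (permutation test, p = 1e-05, the smallest that 100000 draws can give). The 3 genes with no neighbour in the set were PFLU0054, the second lexA gene PFLU3605 and PFLU5959. Of the 47 genes that rose with both plasmids at any fold, 39 had a neighbour in the set, against a mean of 0.721 and a maximum of 11 in random draws (p = 1e-05 from the same permutation test). These draws treat neighbouring genes as independent, and they are not. The runs held genes around the holin gene PFLU1169, the genes around PFLU2839, the Tn6291 genes PFLU1886 to PFLU1888, and the neighbouring genes sulA and lexA (PFLU1560).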

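The prophage 1 genes PFLU1169 and PFLU1170, the prophage genes PFLU2839 and PFLU2841 and the 3 genes of Tn6291 rose with both plasmids. PFLU1169, the holin gene of prophage 1, rose from 29.1 ± 9.70 CPM in plasmid-free wild type to 164 ± 33.0 with pQBR57 and 374 ± 150 with pQBR103 (SD, n = 3), log2 fold changes of 2.49 (SE 0.32, adjusted p = 2.06e-05) and 3.68 (SE 0.32, adjusted p = 7.52e-08). PFLU1170 beside it rose by 2.13 (SE 0.22, adjusted p = 6.05e-07) and 3.13 (SE 0.22, adjusted p = 9.96e-10), and PFLU1173 by 1.79 and 2.03. PFLU2839 rose from 0.569 ± 0.197 to 2.63 ± 0.144 and 4.17 ± 0.849 CPM (SD, n = 3), PFLU2841 by log2 fold changes of 1.70 (adjusted p = 0.00553) and 2.45 (adjusted p = 4.08e-05), and PFLU2854 by 1.31 and 1.82. Of Tn6291, PFLU1886 rose by 2.67 (SE 0.24, adjusted p = 1.65e-07) and 2.17 (adjusted p = 1.88e-06), and the transposase genes PFLU1887 and PFLU1888 by 2.33 and 1.95 with pQBR57 and by 2.10 and 2.07 with pQBR103. Of 30 genes tested within 15 locus tags of PFLU1169, 17 rose and 2 fell with pQBR57 (18 and 3 when adjusted over the list alone) and 14 rose with pQBR103 (16 rose and 1 fell when adjusted over the list alone). Of 32 genes within 15 locus tags of PFLU2839 to PFLU2841, 13 rose with pQBR57 and 15 with pQBR103 (14 rose and 5 fell, and 17 rose, when adjusted over the list alone). The first of these lists passed camera for both plasmids also with an estimated correlation (adjusted p = 9.88e-05 and adjusted p = 0.00141). The second did so for pQBR103 (adjusted p = 0.000242) and not for pQBR57 (adjusted p = 5.24e-07 with the preset and adjusted p = 0.0926 with an estimated correlation). These lists are built around genes that the study chose from these samples and are not independent evidence. The prophages themselves, whose limits the text does not give, are not analysed here.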

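Both lexA genes of P. fluorescens SBW25, which encode the repressor of the SOS response, rose with both plasmids. PFLU1560 rose from 48.2 ± 4.16 CPM in plasmid-free wild type to 112 ± 7.58 with pQBR57 and 199 ± 2.44 with pQBR103 (SD, n = 3). Its log2 fold changes were 1.22 (SE 0.12, adjusted p = 1.71e-07) and 2.05 (SE 0.12, adjusted p = 2.16e-11). PFLU3605 rose with pQBR103 from 5.45 ± 2.05 to 23.1 ± 4.98 CPM (SD, n = 3), a log2 fold change of 2.07 (SE 0.34, adjusted p = 0.000366). With pQBR57 its log2 fold change was 1.15 (adjusted p = 0.0444). That call did not hold without replicate A (adjusted p = 0.221) or C (0.0692) of plasmid-free wild type, without replicate A (0.100), B (0.122) or C (0.0641) of pQBR57, or in a fit of only the libraries compared (0.0745).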

Since prophage induction is a signature of the SOS response, and the *P*. *fluorescens* SBW25 *lexA* homologues *PFLU1560* and *PFLU3605* were also up-regulated by both pQBR57 and pQBR103, we investigated how many of the 16 remaining up-regulated genes were located downstream of a predicted LexA binding site. By scanning the genome for the conserved pattern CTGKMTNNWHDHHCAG [57], we identified 12 genes <151 bp downstream of a predicted LexA site, of which 5 were up-regulated by both plasmids. 

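Of the 24 genes that rose by over 2-fold with both plasmids, 10 lay within 15 locus tags of the prophage genes PFLU2839 to PFLU2841, 6 lay as near to the holin gene PFLU1169, 3 were the Tn6291 genes PFLU1886 to PFLU1888 and 3 were the SOS genes sulA and both lexA genes. These are 22 of the 24 genes (91.7%), and PFLU0054 and PFLU5959 were in none of these lists. Of the 47 genes that rose at any fold, 13 lay near PFLU2839 to PFLU2841, 14 lay near PFLU1169, 3 were Tn6291 genes and 7 were SOS and DNA repair genes such as recN and recX. Of these 7, recA rose with pQBR57 by a log2 fold change of 0.49 (adjusted p = 0.0247), a call that did not hold without replicate B (adjusted p = 0.0861) or C (0.0920) of plasmid-free wild type, without replicate B (0.0660) or C (0.0831) of pQBR57 or in a fit of only the libraries compared (0.0763), and in that fit uvrA (PFLU5498) did not pass with pQBR57 either (0.0665). The 4 groups together are 37 of the 47 (78.7%). The windows and the Tn6291 list were drawn around genes that the study named from these samples, so these shares are not independent evidence. The windows stand in for the prophages, whose limits the text does not give.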

The common transcriptional response to pQBR57 and pQBR103 carriage by *P*. *fluorescens* SBW25 can thus be characterised as activation of the SOS response and chromosomal mobile genetic elements, which constitute 42/50 (84%) of the >2-fold up-regulated genes. This is not the same as the transient SOS response caused by plasmid acquisition reported by Baharoglu and colleagues [58], as the strains used in these experiments are many generations removed from the original transconjugant due to periods of growth during colony isolation and culture.

Plasmid genes were transcriptionally active. pQBR103 carries 478 predicted open reading frames (ORFs), while pQBR57 carries 426; for both plasmids, the majority of ORFs have unknown function. 

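Genes of both plasmids covered a wide range of expression in the wild type. The 478 genes of pQBR103 ranged from 0.938 to 2323 TPM, with a median of 39.0 and a mean of 87.2 over the means of 3 libraries. The 426 genes of pQBR57 ranged from 1.83 to 2533 TPM, with a median of 42.9 and a mean of 131. PQBR57_0309 was the highest of pQBR57 and pQBR0078 the highest of pQBR103. In the same libraries the chromosomal genes had a median of 21.1 TPM and a mean of 160 with pQBR57, and a median of 23.4 and a mean of 163 with pQBR103. TPM was computed over protein-coding genes from the counts and the coding length of each gene.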

In the ancestral host, expression of pQBR103 ORFs ranged from 0.9 to 2,323 transcripts per million (mean 87, median 39), while expression from pQBR57 ranged from 1.8 to 2532 (mean 132, median 43). In general, plasmid-borne genes were expressed at levels approximately 2× higher than those of the chromosome, after accounting for gene length (**Fig 4**). 

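The mean log2 TPM of pQBR57 genes in the wild type was 5.47 ± 0.06, against 4.39 ± 0.13 for chromosomal genes of the same libraries (SD, n = 3), which is 2.12-fold higher. For pQBR103 it was 5.24 ± 0.07 against 4.54 ± 0.14 (SD, n = 3), which is 1.625-fold higher. The difference between plasmid and chromosome within a library was 1.08 ± 0.15 for pQBR57 and 0.70 ± 0.08 for pQBR103 on the log2 scale (SD, n = 3), several times its SD. From medians in place of means, the folds were 2.035 and 1.68.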

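The most highly expressed gene of pQBR57 in the wild type was PQBR57_0309, at 2533 ± 209 TPM (SD, n = 3), which took 4.53% of the TPM of the plasmid. It was followed by PQBR57_0149 (2141 ± 282 TPM), PQBR57_0310 (2067 ± 255), PQBR57_0008 (1959 ± 393), PQBR57_0056 (1546 ± 172), PQBR57_0009, PQBR57_0005, PQBR57_0006, PQBR57_0067 and PQBR57_0010. On pQBR103 the highest were pQBR0078 (2323 ± 796 TPM) and pQBR0079 (2319 ± 965), neighbours that took 5.58% and 5.57% of the TPM of the plasmid. Next were pQBR0258 (1335 ± 274 TPM), pQBR0408 (887 ± 76.1), pQBR0259, pQBR0178, pQBR0005, pQBR0147, pQBR0137 and pQBR0001, the last of which belongs to the putative par system of pQBR103.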

In both cases, the most highly expressed genes from the plasmids were uncharacterised proteins (**S4 Fig**).

**Fig 4:**
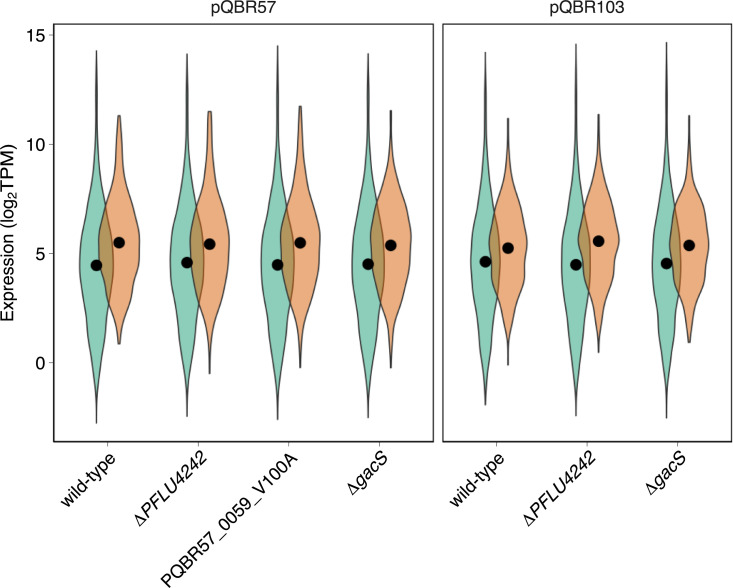
Megaplasmid genes are expressed, and overall levels of expression remain the same regardless of amelioration. Violin plots show log-transformed TPM of chromosomal (green) and plasmid (orange) genes, averaged across experimental replicates. Solid dots indicate the grand mean for that replicon and condition, calculated from log-transformed values. TPM, transcripts per million. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

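Plasmid genes lay above chromosomal genes in every condition with a plasmid. In ΔPFLU4242 with pQBR57 their mean log2 TPM was higher by 0.88 ± 0.10 (SD, n = 3, 1.83-fold), with the V100A variant by 1.06 ± 0.21 (2.08-fold) and in ΔgacS with pQBR57 by 0.91 ± 0.23 (1.88-fold). For pQBR103 the difference was 1.16 ± 0.06 (SD, n = 3, 2.23-fold) in ΔPFLU4242 and 0.90 ± 0.18 (1.87-fold) in ΔgacS. The share of protein-coding counts on the plasmid was 4.02% ± 0.147 (SD, n = 3) for pQBR57 in the wild type, 4.30% ± 0.334 with the V100A variant (exact permutation test, p = 0.3) and 2.92% ± 0.335 in ΔgacS (exact permutation test, p = 0.1). For pQBR103 it was 4.00% ± 0.0788 (SD, n = 3) in the wild type and 4.18% ± 0.43 in ΔgacS (exact permutation test, p = 0.7). The smallest p that 3 libraries against 3 allow is 0.1.

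**Figure D1:**
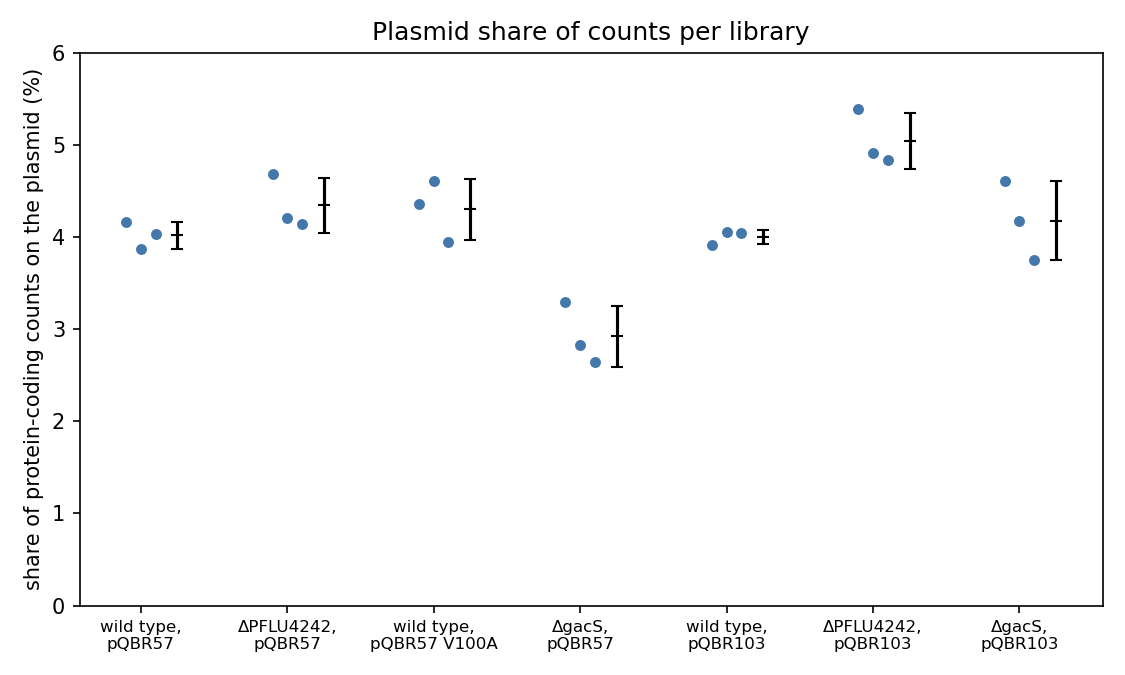
Share of protein-coding counts on the plasmid (%) in each library of the 7 conditions with a plasmid, with the mean and SD of 3 libraries beside the points. The libraries of ΔgacS with pQBR57 lie lowest, at a mean of 2.92%.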

### Plasmid amelioration has broadly similar effects on transcription regardless of mechanism

We then investigated how compensatory mutations affected the changes in transcription caused by plasmid carriage.

### Effects of PFLU4242 on plasmid-mediated transcriptional responses

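Among 5966 chromosomal genes, the plasmid-free ΔPFLU4242 strain had 0 differentially expressed genes relative to the plasmid-free wild type by edgeR and 0 by DESeq2, apart from the deleted gene, which was left out of this comparison. At an unadjusted p under 0.05 there were 48 genes. The 3 libraries of the strains did not overlap in 337 genes (5.65%), where chance gives 10% for independent libraries. The replicates were processed as blocks, so 10% is not exact here. No gene of the SOS, prophage, Tn6291, flagellar, carbohydrate or type VI secretion lists passed the test. As sets, type VI secretion genes (median log2 fold change 0.12) and the 12 genes cloned by the study (0.26) were slightly higher and genes of ribosomal proteins (-0.07) slightly lower (camera, adjusted p = 0.0277 for each), and none of these held with an estimated correlation (adjusted p = 0.876, adjusted p = 0.876 and adjusted p = 0.989).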

Without pQBR57 or pQBR103, disruption of *PFLU4242* had no detectable effect on chromosomal gene expression compared with wild-type bacteria (p_adj_ > 0.05 for all genes). However, this same mutation in plasmid-bearing bacteria had a striking effect on plasmid-induced changes in gene expression: The reversion to ancestral levels of almost all (pQBR57: 376/398, 94%; pQBR103: 251/254, 99%) of the chromosomal genes differentially regulated following plasmid acquisition (**Fig 3**), including all of the SOS-associated genes up-regulated by both plasmids, and the majority of plasmid-specific differentially expressed chromosomal genes.

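In ΔPFLU4242 with pQBR57, 379 of the 401 chromosomal genes that pQBR57 changed in the wild type (94.5%) were no longer called. The test was again against plasmid-free wild type. With pQBR103, 247 of 251 (98.4%) were no longer called, and the other 4 were the Tn6291 genes PFLU1886 to PFLU1888 and the deleted gene itself. A gene that is not called may still differ. Compared directly with wild type with pQBR57, 209 of the 401 (52.1%) had a called change opposite in sign to the plasmid effect. The holin gene PFLU1169 was at 38.2 ± 3.93 CPM in ΔPFLU4242 with pQBR57 and at 41.2 ± 13.9 with pQBR103 (SD, n = 3). Compared directly with the wild type with the same plasmid, it was lower by log2 fold changes of -2.10 (SE 0.32, adjusted p = 0.000251) and -3.19 (SE 0.32, adjusted p = 7.73e-07). PFLU1170 was lower by -1.77 and -2.82, PFLU0054 by -1.82 (adjusted p = 8.17e-07) and -2.79 (adjusted p = 3.52e-10), and lexA (PFLU1560) by -1.06 (adjusted p = 1.91e-06) and -1.74 (adjusted p = 3.52e-10). Of the 7 SOS and DNA repair genes that rose with both plasmids, none was called in ΔPFLU4242 with either plasmid. Against plasmid-free wild type their median log2 fold changes were 0.02 and 0.13 (edgeR). Directly compared with the wild type carrying the plasmid, 6 of them were lower with pQBR57 and 7 with pQBR103, while lexA (PFLU3605) did not pass the test with pQBR57 (adjusted p = 0.0887). Of the 37 genes that rose with pQBR103 and fell with pQBR57, 30 were higher in ΔPFLU4242 than in wild type with pQBR57, and 37 were lower with pQBR103. In ΔPFLU4242 with pQBR57, 5 genes in all were higher and 23 lower than in plasmid-free wild type (56 genes with a replicate block). Among them, 22 of the 401 genes still differed, such as PFLU4128A (log2 fold change 3.08, SE 0.25, adjusted p = 1.84e-08), PFLU5608 (-2.09) and PFLU3191 (-1.75). PFLU4769, which did not pass the test with pQBR57 in the wild type (adjusted p = 0.0823), fell in ΔPFLU4242 with pQBR57 from 489 ± 70.9 to 143 ± 40.7 CPM (SD, n = 3, log2 fold change -1.77, adjusted p = 2.47e-05). The direct comparison of ΔPFLU4242 with the wild type called 258 genes higher and 219 lower with pQBR57 (254 genes in a fit of only the libraries compared and 742 with a replicate block), and 166 higher and 358 lower with pQBR103. The 477 genes for pQBR57 were 247 and 304 without replicates A and B of ΔPFLU4242 and 109 without replicate C of wild type, and the 524 for pQBR103 were 249 and 256 without replicates B and C of ΔPFLU4242 and 311 without replicate C of wild type. The 379 genes were 121 and 252 without replicates A and C of plasmid-free wild type and 172 and 110 without replicates A and C of pQBR57 (188 in a fit of only the libraries compared and 645 with a replicate block), and the 247 were 119 and 135 without replicates B and C of plasmid-free wild type and 130 and 148 without replicates A and C of pQBR103.

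**Figure D2:**
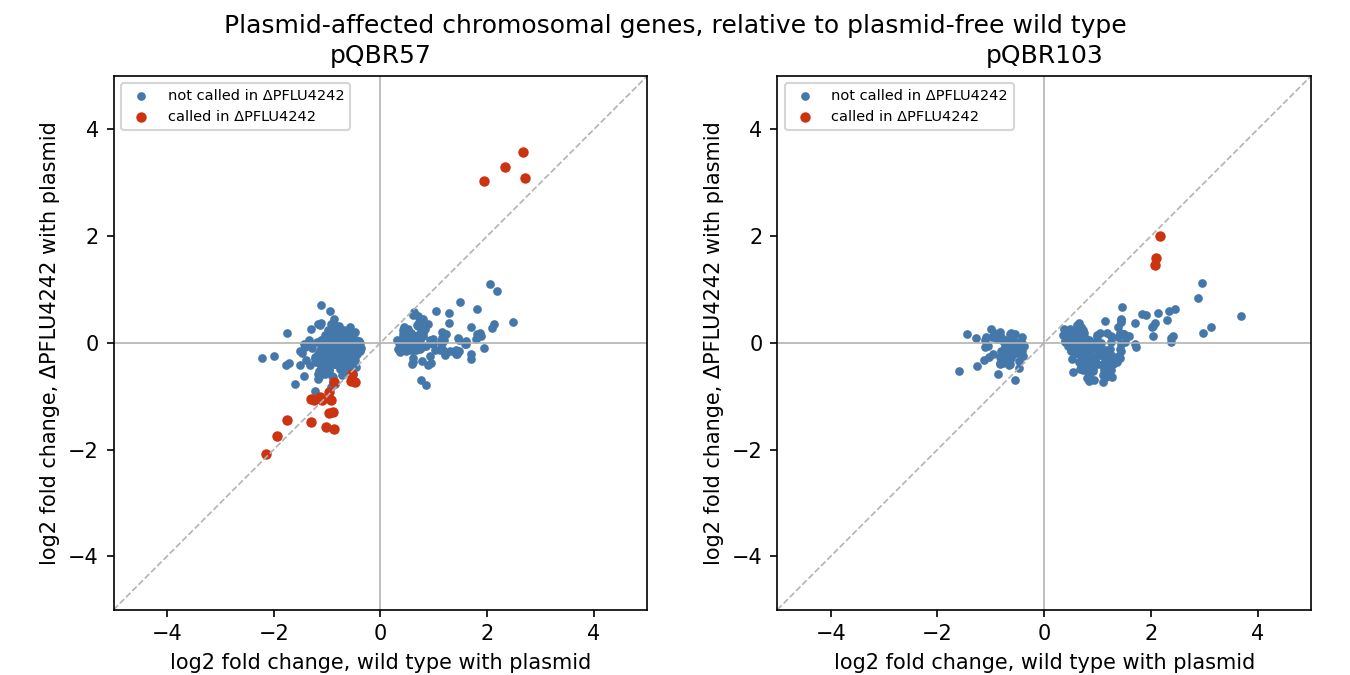
Each point is a chromosomal gene that the plasmid changed in the wild type (pQBR57 left, 401 genes; pQBR103 right, 250 genes without the deleted one), with its log2 fold change relative to plasmid-free wild type in the wild type (x axis) and in ΔPFLU4242 (y axis) carrying that plasmid. Red points, 22 on the left and 3 on the right, are differentially expressed in both strains, and the dashed line marks equal change.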

Plasmid genes were also differentially expressed following amelioration by PFLU4242 mutation, but only a subset of them (pQBR57: 57/426; pQBR103: 85/478). 

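Of 426 pQBR57 genes, 35 were lower and 3 were higher in ΔPFLU4242 than in the wild type, and 12 were lower by over 2-fold. Of 478 pQBR103 genes, 189 were higher in ΔPFLU4242, 40 of them by over 2-fold, and none was lower (edgeR; 236 genes at an unadjusted p under 0.05, and 209 genes by DESeq2). The largest rises were in pQBR0184, from 3.46 ± 0.778 to 30.4 ± 13.6 CPM (SD, n = 3, log2 fold change 3.16, SE 0.33, adjusted p = 1.96e-06), and nearby genes such as pQBR0187 (2.52), pQBR0186 (2.33) and pQBR0189 (2.09). In 270 of the 478 genes (56.5%) the libraries of the strains did not overlap, where chance gives 10% for independent libraries. At the plasmid's own library size and TMM factors, which take away a shift common to the whole plasmid, 20 pQBR57 genes were higher and 37 lower, and 67 pQBR103 genes were higher and 18 lower. The count of 38 for pQBR57 was 8 without replicate C of wild type with pQBR57.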

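The genes of pQBR57 that were lower in ΔPFLU4242 included putative conjugation genes and type IV pilus genes. Of 12 tra genes (PQBR57_0201 to PQBR57_0212), 8 were lower (9 when adjusted over the list alone), with a median log2 fold change of -1.37. PQBR57_0206 was at 3.64 ± 2.80 CPM in ΔPFLU4242 and 24.3 ± 13.5 in the wild type (SD, n = 3), a log2 fold change of -2.78 (SE 0.33, adjusted p = 2.53e-08). PQBR57_0205 (-2.77, SE 0.31, adjusted p = 2.01e-08), PQBR57_0204 (-2.60) and PQBR57_0208 (-2.43) fell by similar amounts. Each of 10 pil genes (PQBR57_0074 to PQBR57_0083) was lower, with a median of -0.76. Among these, PQBR57_0076 was at 20.8 ± 3.06 CPM against 44.9 ± 14.3 (SD, n = 3), a log2 fold change of -1.12 (SE 0.19, adjusted p = 4.89e-05). Against the other pQBR57 genes, the tra list was lower (camera, adjusted p = 2.89e-16, and 0.0273 with an estimated correlation), and so was the pil list (adjusted p = 1.48e-10, but adjusted p = 0.0797 with an estimated correlation). Without replicate C of wild type with pQBR57, 6 tra genes and 1 pil gene were called lower, and without replicate A of ΔPFLU4242, 7 and 6. The paper takes both regions from earlier annotation. On pQBR103, genes such as pQBR0211 (log2 fold change 2.01, adjusted p = 2.64e-05) were higher in ΔPFLU4242, and the tra and pil genes of that plasmid are not analysed here as lists.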

The responses of pQBR57 and pQBR103 were largely divergent, with PFLU4242 disruption generally resulting in down-regulation of pQBR57 genes, particularly those encoding putative conjugation apparatus (*tra*) and a type IV pilus (*pil*) (**Fig 5**), while pQBR103 genes were up-regulated by PFLU4242 disruption (including *tra* and *pil*) (**S7 Fig**). 

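Loss of PFLU4242 left the share of protein-coding counts on pQBR57 at 4.35% ± 0.299 (SD, n = 3), higher by 0.324 points than in the wild type (exact permutation test, p = 0.2). On pQBR103 the share was 5.05% ± 0.302 (SD, n = 3), higher by 1.04 points, and each library of ΔPFLU4242 lay above each library of the wild type (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). At the library size of the chromosomal genes, most genes called on pQBR57 were lower, such as the tra gene PQBR57_0206, and those called on pQBR103 were higher, such as pQBR0184. At each plasmid's own library size the calls lay in both directions on each plasmid, 20 higher and 37 lower on pQBR57 and 67 higher and 18 lower on pQBR103.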

Although modulation of plasmid gene expression is likely to have some effect on cell physiology, these divergent responses lead us to conclude that the effects of plasmid transcriptional burden or plasmid gene expression *per se* are not primarily responsible for the costs of these plasmids, since the phenotypic costs of carriage could be abolished by *PFLU4242* disruption without major convergent effects on plasmid gene expression.

**Fig 5:**
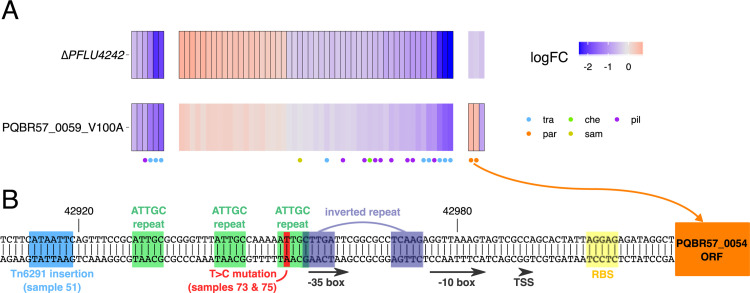
Common and divergent effects on pQBR57 gene expression following different modes of compensatory evolution. **(A)** Heatmap of differentially expressed (FDR < 0.05) genes on pQBR57 following either chromosomally located amelioration via Δ*PFLU4242* or plasmid-located amelioration via the V100A mutation to PQBR57_0059. Each column in the heatmap refers to a differentially expressed (FDR < 0.05, absolute log_2_ fold-change > 1) gene following amelioration. Red indicates increase and blue indicates decreases in expression; cells with a solid border had FDR < 0.05 for that specific condition. A coloured symbol below each gene indicates the predicted plasmid region affected: tra = transfer region (locus tags PQBR57_0201–0212); par = partition region (PQBR57_0054 and 0055); che = chemotaxis region (PQBR57_0044–0049); sam = SAM-associated region (PQBR57_0084–0099); pil = type IV pilus region (PQBR57_0074–0083) [47]. **(B)** The region upstream of the predicted pQBR57 par genes. Predicted transcription and translation factor binding sites are highlighted, as are identified repeats, and mutations identified by Hall and colleagues [40]. FDR, false discovery rate; RBS, ribosome binding site; TSS, transcription start site. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

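Few genes of the che and sam regions of pQBR57 differed in ΔPFLU4242 or with V100A. Of 6 che genes (PQBR57_0044 to PQBR57_0049), 1 was lower in ΔPFLU4242 (PQBR57_0047, log2 fold change -0.62, adjusted p = 0.0449), and the list did not pass camera (adjusted p = 0.207). Of 16 sam genes (PQBR57_0084 to PQBR57_0099), 1 was lower (2 when adjusted over the list alone), and the list was lower as a set (median log2 fold change -0.37, camera adjusted p = 0.0481). That call did not hold with an estimated correlation (adjusted p = 0.574) or with a replicate block (adjusted p = 0.0971). With V100A, no che or sam gene passed the test (edgeR), and neither list passed camera (adjusted p = 0.217 and adjusted p = 0.387).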

Notably, expression of the 3 genes from Tn6291 (*PFLU1886-1888*) was unaffected by PFLU4242 mutation amelioration for either plasmid. 

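The 3 genes of Tn6291 were higher than in plasmid-free wild type in ΔPFLU4242 with either plasmid. With pQBR57, PFLU1886 was at 282 ± 42.7 CPM (SD, n = 3), a log2 fold change of 3.58 (SE 0.24, adjusted p = 9.91e-10), and PFLU1887 and PFLU1888 had changes of 3.29 and 3.04. With pQBR103 the log2 fold changes were 2.01 (SE 0.25, adjusted p = 8.00e-05) for PFLU1886, 1.60 (adjusted p = 0.000403) for PFLU1887 and 1.46 (adjusted p = 0.000227) for PFLU1888. Compared directly with the wild type with pQBR57, the 3 genes were higher in ΔPFLU4242, PFLU1888 by 1.09 (SE 0.19, adjusted p = 0.00108), PFLU1887 by 0.97 (adjusted p = 0.00932) and PFLU1886 by 0.91 (adjusted p = 0.0217). The last 2 calls did not hold without replicate C of wild type with pQBR57 (adjusted p = 0.0907 and adjusted p = 0.144), nor that of PFLU1886 without replicate A of ΔPFLU4242 (adjusted p = 0.0910). With pQBR103, none of the 3 differed between ΔPFLU4242 and wild type (-0.16, adjusted p = 0.772 for PFLU1886; -0.51, adjusted p = 0.180 for PFLU1887; -0.61, adjusted p = 0.0510 for PFLU1888), although PFLU1888 was lower with a replicate block (adjusted p = 0.0227), by DESeq2 (0.0310), with DESeq2 size factors in edgeR (0.0498), with the version 4 method of edgeR (0.0499), with the authors' gene set (0.0493), in a fit of only the libraries compared (0.0259) and without replicate A of ΔPFLU4242 with pQBR103 (0.0352).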

*PFLU1887* and *PFLU1888* are hypothesised to encode the transposase subunits for Tn6291, whereas *PFLU1886* is of unknown function. The fact that these genes remain up-regulated in the compensated strains suggests that these are not causally responsible for the main negative effects of plasmid carriage and also suggests that they are activated through a different route to the other plasmid up-regulated genes.

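A gene counted as moved back if its called change in the direct comparison of the strains was opposite in sign to the plasmid effect. The level it reached was not part of this rule. In ΔPFLU4242 with pQBR57, 209 of the 401 genes that the plasmid changed in the wild type (52.1%) had moved back. With pQBR103 this held for 80.1% of 251. The libraries of wild type with the plasmid served both to choose these genes and in the direct comparison, so part of the movement may come from the choice. The holin gene PFLU1169, its neighbours PFLU1170 and PFLU1173 and the SOS genes lexA (PFLU1560) and sulA were among them, with sulA lower by log2 fold changes of -1.05 (adjusted p = 3.44e-06) and -1.72 (adjusted p = 5.92e-10). The median part of the plasmid effect that remained was 17.8% with pQBR57 (quartiles -6.59% and 44.7%) and -0.848% with pQBR103 (quartiles -27.2% and 22.0%). With plasmid-free ΔPFLU4242 as the control, which took no part in choosing the genes, it was 2.77% with pQBR57. The 209 genes were 89 and 134 without replicates A and C of plasmid-free wild type, 107 and 57 without replicates A and C of wild type with pQBR57 and 132 without replicate A of ΔPFLU4242 with pQBR57 (108 in a fit of only the libraries compared and 344 with a replicate block). With pQBR103, 110 and 113 genes had moved back without replicates B and C of plasmid-free wild type and 115 and 116 without replicates A and C of wild type with pQBR103. From the return of chromosomal expression to levels like those of plasmid-free bacteria, the paper proposes that PFLU4242 takes part in an interaction with the pQBR plasmids that produces the fitness cost.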

PFLU4242 mutation therefore had the general effect of bringing chromosomal gene expression back to levels similar to plasmid-free bacteria, suggesting that wild-type *PFLU4242* is instrumental in interacting with pQBR plasmids to generate a fitness cost.

### Effects of *gacS* on plasmid-mediated transcriptional responses

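Without a plasmid, deletion of gacS lowered 565 chromosomal genes and raised 152 relative to the wild type, and 280 fell and 29 rose by over 2-fold. Of 15 genes of type VI secretion, 14 fell, with a median log2 fold change of -2.27. The sheath gene tssB (PFLU6019) fell from 294 ± 23.5 to 60.9 ± 11.6 CPM (SD, n = 3), a log2 fold change of -2.27 (SE 0.15, adjusted p = 5.05e-11), and the ATPase gene tssH (PFLU6025) fell from 298 ± 41.2 to 34.4 ± 8.43, a change of -3.11 (SE 0.18, adjusted p = 6.00e-12). The type II secretion genes gspD (PFLU3232) and gspL (PFLU3234) fell by log2 fold changes of -3.62 and -3.47, PFLU3229 by -4.13 (SE 0.19, adjusted p = 1.97e-13) and PFLU1772 by -3.79 (adjusted p = 2.60e-11). PFLU4968 rose by 2.68 (SE 0.49, adjusted p = 0.000505) and PFLU0295 by 1.89 (adjusted p = 0.000345). Of 33 genes of the respiratory chain and ATP synthase, 4 rose and 1 fell. Among them cyoB (PFLU5139), of the cytochrome bo terminal oxidase, rose from 918 ± 18.7 to 1933 ± 47.6 CPM (SD, n = 3, log2 fold change 1.07, adjusted p = 0.00102), and coxB (PFLU0058), of an aa3-type oxidase, fell by -1.77 (adjusted p = 9.96e-05). The chemotaxis gene cheD (PFLU5089) fell by -2.07 (adjusted p = 1.63e-09). Of 23 carbohydrate genes 6 fell, of 35 flagellar genes 2 fell, of 32 genes near PFLU2839 to PFLU2841 10 fell (13 when adjusted over the list alone), and of 16 SOS and DNA repair genes 2 rose. The type VI list fell as a set (camera, adjusted p = 3.62e-38, and 7.39e-07 with an estimated correlation), while the list near PFLU2839 to PFLU2841 did so only with the preset correlation (adjusted p = 0.000308, and 0.446 with an estimated correlation). The libraries of the strains did not overlap in 1705 genes (28.6%), where chance gives 10% for independent libraries.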

Compared with *PFLU4242*, unpicking the specific transcriptional effects of *gacS* deletion on plasmid carriage was more difficult, as *gacS* deletion by itself caused differential expression of 733 chromosomal genes affecting numerous phenotypes (see also [59]). One hypothesis was that disruption of GacA/S signalling ameliorates the cost of plasmid carriage by independently down-regulating genes that were up-regulated by the plasmids, thus “balancing out” the effects of plasmid acquisition. However, while we found a number of genes that were differentially expressed in the plasmid bearers and the *ΔgacS* mutant, the direction of expression varied between pQBR57 and pQBR103, and of the 50 genes up-regulated by both plasmids (logFC>0, FDR < 0.05), only 6 were independently down-regulated by the *ΔgacS* mutation, providing little support for this hypothesis.

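Of the 47 genes that rose with both plasmids, 6 were lower in plasmid-free ΔgacS than in wild type. They were PFLU2836, the recombination gene bet (PFLU2837), PFLU2842 and PFLU2858 and PFLU2857A near the prophage genes PFLU2839 to PFLU2841, and PFLU5096, named after their values were seen. The count was 1 and 2 without replicates A and C of plasmid-free wild type and 3 without replicate C of pQBR57, and it was 0 in fits of only the libraries compared (edgeR). The holin gene PFLU1169 and the SOS genes sulA and lexA were not among them, and the 7 SOS and DNA repair genes that rose with both plasmids had a median log2 fold change of 0.12 in ΔgacS. Of all the genes that rose with pQBR57, 9 fell in ΔgacS, where independent lists would share 12.4, and 6 rose, where they would share 3.34. Of those that rose with pQBR103, 77 fell in ΔgacS (17.4 for independent lists) and 4 rose (4.66). Of those that fell with pQBR57, 105 also fell in ΔgacS (25.6), and of those that fell with pQBR103, 23 did (6.45). All these comparisons use the same plasmid-free wild-type libraries, from which part of the excess over independent lists may come for genes with the same direction in both. Of the 37 genes that rose with pQBR103 and fell with pQBR57, such as fapF and glgX, 34 fell in ΔgacS. These were 16, 16 and 14 without replicates A, B and C of plasmid-free wild type, 21 and 10 without replicates A and C of pQBR57 and 17 without replicate C of pQBR103, 17 in fits of only the libraries compared and 53 with a replicate block.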

We therefore considered an alternative hypothesis: that there exists an interaction between GacA/S signalling and the pQBR plasmids that is responsible for plasmid cost, and disruption of the GacA/S system prevents this interaction, resulting in amelioration. One pathway for an interaction between GacA/S and the plasmids could be through PFLU4242. The GacA/S system operates by interfering with the activity of inhibitory mRNA-binding Rsm proteins, allowing translation of that mRNA to occur. *PFLU4242* is predicted to have binding sites for RsmA, suggesting that *PFLU4242* may form part of the GacA/S regulon [60]. Indeed, we found that in the *ΔgacS* mutant, *PFLU4242* transcription was reduced by approximately 50%, but *gacS* expression was not affected in the *ΔPFLU4242* mutant (**S5 Fig**). These data provide an explanation for some of the convergence between these 2 mutational routes to compensation, namely that PFLU4242 is (more) proximally responsible for plasmid cost and that disruption to GacA/S could reduce plasmid cost by reducing expression of PFLU4242. 

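Expression of PFLU4242 was lower in plasmid-free ΔgacS, at 228 ± 41.0 CPM, than in plasmid-free wild type, at 452 ± 53.9 (SD, n = 3). This is a log2 fold change of -0.99 (SE 0.15, adjusted p = 1.66e-05), or a fall of 49.6%. The neighbouring genes PFLU4243 (log2 fold change -1.35, adjusted p = 0.000101) and PFLU4240 (-0.88, adjusted p = 0.000612) also fell. Of 7 genes around and including PFLU4242, 4 were lower in ΔgacS (5 when adjusted over the list alone), and as a set they were lower (camera, adjusted p = 0.00851, and 0.149 with an estimated correlation). In ΔPFLU4242 without a plasmid, gacS had a log2 fold change of 0.05 (adjusted p = 1.00), and no neighbour of gacS passed the test. In ΔgacS, 1 of 6 neighbours of gacS was lower.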

Consistent with this hypothesis, and with the phenotypic fitness data, GacA/S disruption affected plasmid-induced changes in gene expression by reverting some of the differentially expressed genes back to ancestral levels, but this effect was incomplete, particularly with pQBR57 (**Fig 3**). 

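In ΔgacS with pQBR57, 167 of the 401 genes that pQBR57 changed in the wild type (41.6%) were no longer called against plasmid-free wild type. With pQBR103 this held for 114 of 251 (45.4%). The holin gene PFLU1169 was lower in ΔgacS than in wild type with pQBR103 (log2 fold change -2.89, adjusted p = 2.55e-07) and with pQBR57 (-1.26, adjusted p = 0.00852, and 0.0676 without replicate A of ΔgacS with pQBR57). The SOS repressor gene lexA (PFLU1560) was lower by -0.53 (adjusted p = 0.00245) with pQBR57 and -1.65 with pQBR103. The Tn6291 genes PFLU1886, PFLU1887 and PFLU1888 were still higher than in plasmid-free wild type, by 3.08, 2.93 and 2.30 with pQBR57 and by 1.58, 1.40 and 0.97 with pQBR103. In all, 298 genes were higher and 772 lower than in plasmid-free wild type in ΔgacS with pQBR57, and 218 and 778 with pQBR103 (525 genes in a fit of only the libraries compared). Of the 24 genes that rose by over 2-fold with both plasmids, 13 were still higher in ΔgacS with pQBR57 and 6 with pQBR103. Relative to the wild type carrying the same plasmid, 269 genes were higher and 552 lower in ΔgacS with pQBR57, and 562 higher and 1076 lower with pQBR103. By the sign of this change, 98 of the 401 genes (24.4%) had moved back with pQBR57 and 197 of 251 (78.5%) with pQBR103. Some went beyond their plasmid-free level. The 37 genes that rose with pQBR103 and fell with pQBR57 were all lower in ΔgacS than in wild type with pQBR103. Against plasmid-free wild type, 35 of the 37 were then lower (median log2 fold change of the 37, -1.41). The counts of genes moved back include what gacS deletion does by itself. The interaction test, which takes that out, called 1 gene for pQBR57 and 98 for pQBR103 among all genes tested. The median part of the plasmid effect that remained was 75.2% with pQBR57 (quartiles 39.9% and 121%) and -27.6% with pQBR103 (quartiles -90.9% and 26.0%), and these values include what gacS deletion does by itself. Here too the libraries of wild type with the plasmid served both to choose the genes and in the direct comparison. The 167 genes were 44 and 105 without replicates A and C of plasmid-free wild type and 56 and 40 without replicates A and C of pQBR57 (74 in a fit of only the libraries compared and 285 with a replicate block). The 98 genes that had moved back with pQBR57 were 53 without replicate A of plasmid-free wild type, 41 and 41 without replicates A and C of pQBR57 and 60 without replicate A of ΔgacS with pQBR57 (41 in a fit of only the libraries compared). The 114 were 65 and 62 without replicates B and C of plasmid-free wild type and 57 and 68 without replicates A and C of pQBR103, and the 197 were 108 and 106, and 115 and 122, without the same libraries.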

To test directly whether increased expression of *PFLU4242* alone could recapitulate fitness costs in the *ΔgacS* mutants, *PFLU4242* was cloned into the inducible *Pseudomonas* expression vector pME6032 [61] and introduced into the *ΔgacS* mutant. The plasmids pQBR57 or pQBR103 were introduced, and the effects of *PFLU4242* expression on growth were tested by comparing growth curves between induced and uninduced cultures. Consistent with our model, induction of *PFLU4242* recapitulated a fitness cost in the *ΔgacS* mutant, but only in the presence of the pQBR plasmids (**S6 Fig**). The fact that PFLU4242 is expressed under wild-type plasmid-free conditions, along with experimental data showing no effect of *PFLU4242* overexpression in pQBR-plasmid-free strains (**S6 Fig**), also suggests that PFLU4242 by itself is not toxic, and it is interactions with the pQBR plasmids that underlies the fitness consequences of this gene.

Disruption of GacA/S signalling affected gene expression from both plasmids in a manner similar to PFLU4242 disruption, but there was an additional effect on pQBR57 that showed 26 genes, mainly of unknown function, specifically down-regulated in the *ΔgacS* mutant relative to the wild type (**S4 and S7 Figs**). 

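On pQBR57, 45 genes were lower and 1 was higher in ΔgacS than in the wild type, and 28 were lower by over 2-fold. Among the lowest were PQBR57_0067 (log2 fold change -3.18, SE 0.24, adjusted p = 1.74e-14) and PQBR57_0065, which fell from 538 ± 72.8 to 65.8 ± 3.60 CPM (SD, n = 3, -3.03, SE 0.21, adjusted p = 3.57e-15). Of the 45, 23 were also lower in ΔPFLU4242, where independent lists would share 3.70, and part of this excess may come from the libraries of wild type with pQBR57 that both comparisons use. These included the tra genes PQBR57_0205 (-3.12) and PQBR57_0206 (-3.11). Of the 12 tra genes 8 were lower (9 when adjusted over the list alone, camera adjusted p = 6.39e-07, and 0.218 with an estimated correlation), and of the 10 pil genes 8 (10 when adjusted over the list alone, camera adjusted p = 0.00257, and 0.533 with an estimated correlation). Without replicate C of wild type with pQBR57 the counts were 8 tra and 3 pil genes. Another 20 were not called in ΔPFLU4242, and 16 of them, each over 2-fold lower in ΔgacS, were also lower in ΔgacS than in ΔPFLU4242. The rest of the 45, PQBR57_0005 and PQBR57_0056, were lower in ΔgacS (log2 fold changes -2.59 and -1.63). In ΔPFLU4242 both were higher than in the wild type (0.711 and 0.635, adjusted p = 0.0361 and 0.0305). PQBR57_0060 was at 104 ± 19.3 CPM in ΔgacS and 768 ± 30.7 in the wild type (SD, n = 3), and its log2 fold change was -2.89 (adjusted p = 1.02e-14) relative to wild type and -2.93 (adjusted p = 2.31e-15) relative to ΔPFLU4242. In all, 2 pQBR57 genes were higher and 19 lower in ΔgacS than in ΔPFLU4242, a comparison chosen after the data were seen. On pQBR103, 43 genes were higher and 26 lower in ΔgacS, and 42 of the 43 were also higher in ΔPFLU4242 (17.0 for independent lists, and part of the excess may come from the libraries of wild type with pQBR103 that both comparisons use). pQBR0420 fell from 190 ± 51.1 to 68.5 ± 4.74 CPM (SD, n = 3, log2 fold change -1.47, adjusted p = 4.75e-05). At each plasmid's own library size, 13 pQBR57 genes were higher and 49 lower, and 42 pQBR103 genes were higher and 47 lower. The 46 pQBR57 genes were 29 without replicate C of wild type with pQBR57, and the 69 pQBR103 genes were 42, 41 and 37 without replicates A, B and C of wild type and 37 and 105 without replicates B and C of ΔgacS.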

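The pQBR57 genes that were over 2-fold lower in ΔgacS and not differentially expressed in ΔPFLU4242 were PQBR57_0004, PQBR57_0006 to PQBR57_0010, PQBR57_0057, PQBR57_0058 and PQBR57_0060 to PQBR57_0067, 16 genes named after their values were seen. All 16 lay among the first 100 locus tags, between the tags numbered 4 and 67. Their median distance from the start of the sequence, around the circle, was 58 locus tags, against a mean of 106.5 for sets of 16 genes drawn at random (one-sided permutation test, p = 0.02). For the 45 genes that were lower in ΔgacS at any fold, the median distance was 74 locus tags (p = 0.015 from the same permutation test), and 26 of them lay among the first 100 locus tags. Neighbouring genes were treated as independent in these draws, and they are not.

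**Figure D3:**
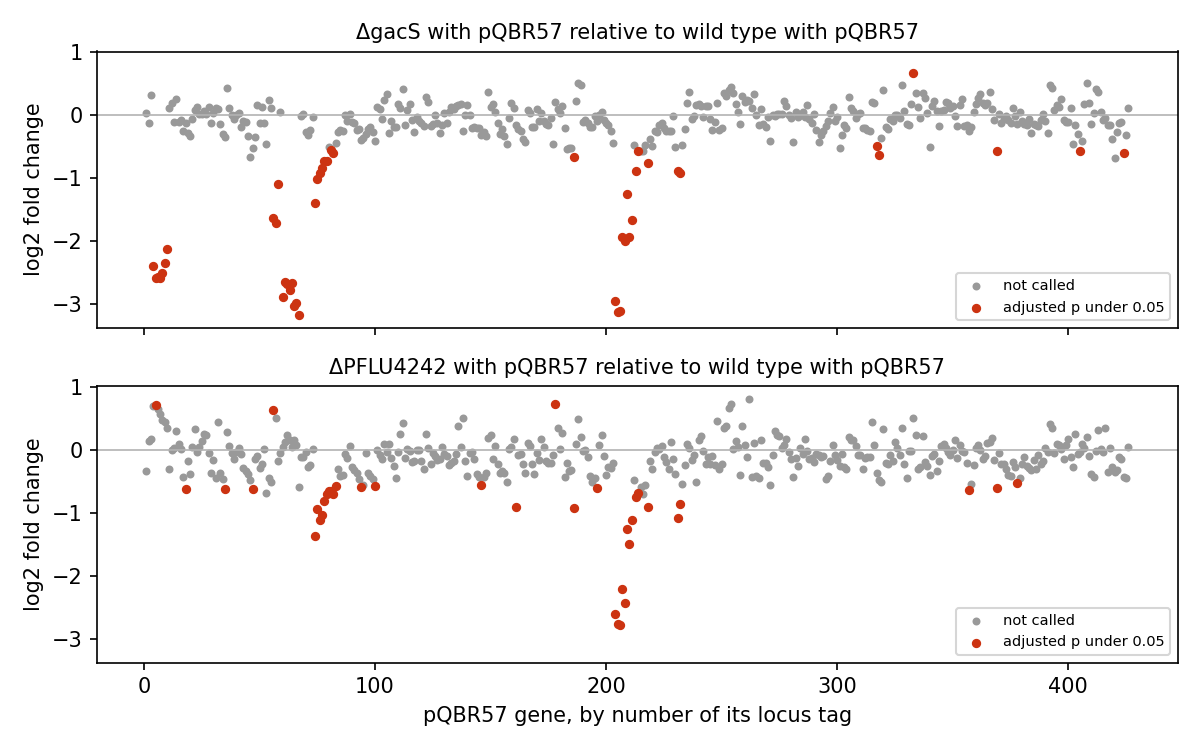
Log2 fold change of each of the 426 pQBR57 genes relative to wild type with pQBR57, in ΔgacS (top) and ΔPFLU4242 (bottom), by locus tag number. Red points passed an adjusted p of 0.05, and the runs of red points on the left of the top panel, PQBR57_0004 to PQBR57_0010 and PQBR57_0056 to PQBR57_0067, are lower in ΔgacS apart from PQBR57_0059.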

There was no overall pattern in the predicted functions of these genes, other than their location near the putative origin of replication, and start of the sequence, of pQBR57.

The overlap between plasmid and gac-regulated genes likely represents a complex interaction between the plasmids and the gac system. However, the direct effect that GacA/S has on *PFLU4242* transcription can effectively provide a unified explanation for the 2 chromosomal modes of amelioration, converging on PFLU4242.

### Effects of PQBR57_0059 on plasmid cost and amelioration

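With the V100A variant of pQBR57, 6 chromosomal genes were higher and 20 lower than in plasmid-free wild type, in place of the 401 that ancestral pQBR57 changed. The Tn6291 genes PFLU1886 (log2 fold change 3.68, SE 0.24, adjusted p = 1.20e-09), PFLU1887 (3.14) and PFLU1888 (2.90) were higher, as was PFLU4128A, at 1211 ± 187 CPM (SD, n = 3, 3.13, adjusted p = 1.67e-08). PFLU5608 (-2.24, adjusted p = 1.43e-05), PFLU3191 (-1.82, adjusted p = 2.09e-08) and PFLU3192 (-1.45, adjusted p = 3.01e-06) were lower. Of the 26 genes, 22 were also called in ΔPFLU4242 with pQBR57, 4 higher in both and 18 lower in both, where independent lists would share 0.00503 and 0.0771. Part of this excess may come from the plasmid-free libraries that both comparisons use. Of the 401 genes, 376 (93.8%) were no longer called against plasmid-free wild type, which does not show that they no longer differed. Compared directly with ancestral pQBR57, 3 genes were higher and 21 lower with V100A. By the sign of this change 20 of the 401 (4.99%) had moved back, where the pQBR57 libraries also served to choose the 401. Among these, PFLU0054 had a log2 fold change of -1.43 (adjusted p = 0.000413), lexA (PFLU1560) of -0.80 and recN of -0.71 (adjusted p = 0.000856 for each), and none of the 24 genes passed the test in a fit of only the libraries compared. The median part of the pQBR57 effect that remained was 42.7% (quartiles 32.8% and 54.0%), and 32.7% with plasmid-free ΔPFLU4242 as the control. Of 16 SOS and DNA repair genes, 1 was higher than in plasmid-free wild type (2 when adjusted over the list alone), namely sulA (adjusted p = 0.0469), whose call did not hold without replicate A (adjusted p = 0.161), B (0.118) or C (0.235) of plasmid-free wild type, without replicate A (0.357) or C (0.179) of V100A or in a fit of only the libraries compared (0.921). The list was higher as a set (camera, adjusted p = 0.000538, and 0.0107 with an estimated correlation). Between V100A in the wild type and pQBR57 in ΔPFLU4242, a comparison chosen after the data were seen, 1 gene differed apart from the deleted one, PFLU1175 (log2 fold change 0.92, adjusted p = 0.0444; 508 genes at an unadjusted p under 0.05), with 6 genes called with a replicate block, 15 by DESeq2, 5 without replicate A of V100A and 0 without any 1 of the other libraries compared, where PFLU1175 had adjusted p = 0.0950, 0.272 and 0.162 without replicates A, B and C of ΔPFLU4242 with pQBR57 and 0.144 and 0.188 without replicates B and C of V100A. The 26 genes were 17 and 17 without replicates A and B of plasmid-free wild type (13 in a fit of only the libraries compared and 46 with a replicate block), and the 22 were 14 without replicate B of plasmid-free wild type and 14 without replicate A of V100A (12 in fits of only the libraries compared). The 24 genes were 14 without replicate A of pQBR57 and 10 and 11 without replicates B and C of V100A, and the 20 were 13, 7 and 8 (0 in a fit of only the libraries compared and 31 with a replicate block). The 376 were 125 without replicate A of plasmid-free wild type and 168 and 107 without replicates A and C of pQBR57 (190 in a fit of only the libraries compared and 638 with a replicate block).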

Mutations to PQBR57_0059 had a broadly similar effect on chromosomal gene expression to PFLU4242 (**Fig 3**). 

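On pQBR57 itself, 2 genes were higher and 11 lower with V100A than with the ancestral plasmid, and 10 of the 11 were also lower in ΔPFLU4242. Independent lists would share 0.904 genes, and part of the excess may come from the libraries of wild type with pQBR57 that both comparisons use. Of 12 tra genes 6 were lower with V100A (8 when adjusted over the list alone), with a median log2 fold change of -1.21, and the list was lower than the other pQBR57 genes (camera, adjusted p = 2.91e-20, and 0.0107 with an estimated correlation). Of 10 pil genes 2 were lower (6 when adjusted over the list alone), and as a set they were lower (camera, adjusted p = 1.67e-09, but adjusted p = 0.0974 with an estimated correlation). By DESeq2, and also at the plasmid's own library size, 3 tra genes and 1 pil gene were lower, without replicate A or C of V100A 6 and 0 were, and without replicate C of wild type with pQBR57 none was (edgeR). PQBR57_0206 had a log2 fold change of -1.81 (adjusted p = 0.000282), which did not pass the test at the plasmid's own library size (adjusted p = 0.0533), by DESeq2 (0.0578) or without replicate C of wild type with pQBR57 (0.103). Of the 13 genes, 8 and 6 were called without replicates A and C of V100A, and 0 without replicate C of wild type with pQBR57 (edgeR, 38 genes at an unadjusted p under 0.05 with all libraries, 9 genes by DESeq2).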

Each amelioration had similar effects on gene expression from pQBR57 (**Fig 5**). 

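Each of the 38 pQBR57 genes that differed between ΔPFLU4242 and wild type had a log2 fold change of the same sign with V100A (38 of 38), and 10 of them passed the test there. The tra gene PQBR57_0205 had a log2 fold change of -1.72 with V100A (adjusted p = 0.000282, but 0.103 without replicate C of wild type with pQBR57, 0.0776 by DESeq2 and 0.0575 at the plasmid's own library size), and the pilus gene PQBR57_0074 had -1.37 in ΔPFLU4242 (adjusted p = 0.000562, and 0.162 without the same library) and -0.99 with V100A. Both comparisons use the same 3 libraries of wild type with pQBR57, from which part of this may come. Over all 426 genes the sign was the same in 63.4%, against 66.3% in simulated sets with no change, and neither share is that expected for the 38 genes, which were chosen by their calls. The changes over all 426 genes had a correlation of 0.822 and a covariance of 0.107, above the means of 0.504 and 0.0245 in the simulated sets. The simulation drew libraries independently, although the replicates were processed as blocks, so these means are not exact for these data. Compared directly, only the par genes PQBR57_0054 and PQBR57_0055 differed between V100A and ΔPFLU4242, in a comparison chosen after the data were seen. It called 4 and 5 genes without replicates A and C of ΔPFLU4242, 8 without replicate A of V100A and 7 with a replicate block.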

Compared with the plasmid-borne PQBR57_0059 mutation, the effects of the *ΔPFLU4242* chromosomal mutation were clearer, with many genes trending in a similar direction with the plasmid-borne mutation but not exceeding the FDR < 0.05 significance threshold. 

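The par genes of pQBR57 were higher in V100A than in ΔPFLU4242. PQBR57_0055, the predicted ParB gene, was at 1146 ± 187 CPM with V100A and 479 ± 46.5 in ΔPFLU4242 (SD, n = 3), a log2 fold change of 1.26 (SE 0.21, adjusted p = 0.000126). PQBR57_0054, the predicted ParA gene, was at 689 ± 107 and 315 ± 37.1 CPM (SD, n = 3), a log2 fold change of 1.13 (SE 0.19, adjusted p = 0.000143). This comparison was chosen after the data were seen, and both calls held without any 1 of the libraries. In ΔPFLU4242 relative to wild type, neither gene passed the test (-0.51, adjusted p = 0.117 and -0.45, adjusted p = 0.146), although both were lower by DESeq2 (adjusted p = 0.0296 and adjusted p = 0.0381) and when adjusted over the list alone. PQBR57_0054 was also higher in ΔgacS than in ΔPFLU4242 (log2 fold change 0.69, adjusted p = 0.0188), while PQBR57_0055 did not pass there (0.61, adjusted p = 0.0996).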

One clear exception were the *par* genes, which were up-regulated by the PQBR57_0059_V100A mutation but not by the *ΔPFLU4242* mutation (see below).

### A mechanism for plasmid cost and its amelioration

Together, our transcriptomic data indicate a set of genes that are up-regulated by both plasmids and then down-regulated by the different pathways of compensatory evolution. Expression of these genes therefore correlates with the phenotypic fitness costs of plasmid carriage. These genes may be responsible for physiological disruption and fitness costs, but it is also possible that their expression is a downstream effect of other disruptive interactions emerging as a consequence of plasmid acquisition. To test whether expression of these genes causally affects bacterial fitness, we selected 12 candidates for further investigation. Eight candidates were selected as genes that were >2× up-regulated by both plasmids in the wild type but not the *ΔPFLU4242* background, and 4 additional genes that did not meet these criteria were also selected as controls (**Fig 3**). 

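Of the 12 cloned genes, 11 rose with pQBR57 (12 when adjusted over the list alone) and 10 with pQBR103, and none fell. They were PFLU0054, PFLU1169, PFLU1170, PFLU1171, PFLU1173, PFLU1174, PFLU1886, PFLU1887, PFLU2839, PFLU2841, PFLU4128A and PFLU5278, with a median log2 fold change of 2.16 with pQBR57 and 2.27 with pQBR103. In ΔPFLU4242, 3 of the 12 were higher than in plasmid-free wild type with pQBR57 and 2 with pQBR103. Relative to the wild type carrying the same plasmid, 8 were lower and 2 higher with pQBR57, and 8 were lower and 1 was higher with pQBR103. The genes were chosen by the study from these samples, so these counts are not independent evidence. As a set the 12 were higher than the other genes with pQBR57 (camera, adjusted p = 1.89e-51, and 4.87e-08 with an estimated correlation) and with pQBR103 (adjusted p = 3.47e-56, and 1.67e-08). By the same choice, these set tests are not independent evidence either.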

The ORF of each gene was cloned into the inducible *Pseudomonas* expression vector pME6032 [61], and the effects of expression on growth were tested by comparing growth curves between induced and uninduced cultures (**Fig 6**).

**Fig 6:**
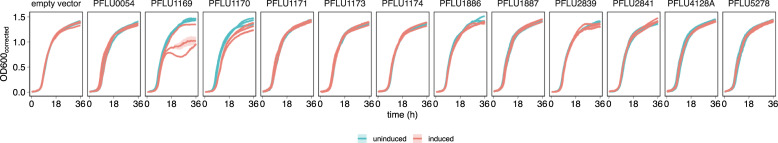
Expression of genes up-regulated by pQBR plasmids imposes a fitness cost. Different panels indicate cloned genes. Each vector was transformed into *P*. *fluorescens* 3 times independently, and the growth of each transformant was tested with and without IPTG induction 4 times, with the mean (solid line) and standard error (shaded area) calculated and plotted for each transformant separately, under 100 μg/ml IPTG (red) or uninduced (blue) conditions. One of the 3 pME6032::*PFLU1169* transformants did not show a large growth defect, but resequencing this plasmid from *P*. *fluorescens* revealed a 16-bp deletion in the insert in this replicate. No other mutations were identified in the other replicates, nor in any of the other inserts. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

We identified one gene, *PFLU1169*, which, when expressed, resulted in a considerable reduction in growth representative of a very large fitness cost (LMM effect of insert *χ*^2^ = 49.2, *p* < 0.0001; Dunnet post hoc test *PFLU1169* versus empty vector t_26_ = 5.36, *p* < 0.0001). Indeed, this gene was difficult to clone and express as growth in culture imposed strong selection for mutation of the insert or loss of the expression vector. *PFLU1169* is part of the *P*. *fluorescens* SBW25 “prophage 1” locus; however, further investigation revealed that this prophage is in fact a tailocin: a protein complex related to a phage tail that acts as a bacteriocin against competitors [62]. *PFLU1169* encodes the holin, expression of which, in concert with other prophage genes, causes cell lysis and tailocin release [63]. The prophage 1 locus is itself regulated through the SOS response, as a LexA binding site was found upstream of this operon. *PFLU1170*, another “prophage 1” gene, had a more marginal effect (*PFLU1170* versus empty vector t_26_ = 3.2, *p* < 0.03). Overexpression of any of the remaining 10 genes had no detectable effect (*p* > 0.99 for all comparisons) under the tested conditions.

We have therefore identified one causal link between plasmid-induced gene expression changes and fitness costs. Plasmid carriage activates the SOS response, which activates the “prophage 1” tailocin, causing increased cell permeability and lysis. Lysis is likely to be stochastic, the result of which is an apparent reduction in fitness at the population level.

### pQBR57_0059 interacts with other plasmid genes to generate a fitness cost

PQBR57_0059 is predicted to encode a DNA-binding protein of the lambda repressor family (HHPRED top hit 3BDN “lambda repressor,” *p* = 4E-23, [64]), with the closest blastp matches in the NCBI “nr” database annotated as being either from other *Pseudomonas* species, or *Acinetobacter*. Lambda-like repressors are found in diverse bacteria and in other plasmids and prophage and operate by binding to repeat regions to prevent transcription [65]. We therefore considered it unlikely that PQBR57_0059 was a toxin that directly interfered with cellular physiology. Instead, we predicted that it affected the expression of other genes, either on pQBR57, on the chromosome, or both, resulting in a negative effect on competitive fitness. To distinguish between these alternatives, we cloned either the ancestral-type (“anc”) or mutant (“V100A”) variants of the PQBR57_0059 ORF under the control of the P_lac_ promoter, which is constitutively active in *Pseudomonas*, on the expression vector pUCP18 [43] and introduced these variants to *P*. *fluorescens* SBW25. We then introduced either the evolved variant of pQBR57 with the V100A mutation or the unmutated variant. If the costs associated with wild-type PQBR57_0059 were due to direct interaction with the cell or solely through effects on chromosomal gene expression, fitness costs would be apparent by expressing the ancestral type variant from pUCP18. However, if other pQBR57 genes were involved, then pQBR57 would be required to recapitulate the effect, and the wild-type *PQBR57_0059* would complement the otherwise costless V100A pQBR57 variant.

Expressing just the wild-type PQBR57_0059 from pUCP18 was insufficient to generate a fitness cost without pQBR57 (**Fig 7**; LMM, post hoc tests for pUCP18 variants without pQBR57 *p* > 0.91 for all comparisons), and other genes on pQBR57 were required for PQBR57_0059 to be costly (interaction between pUCP18 and pQBR57 variant *χ*^2^ = 29.4, *p* = 1e-4). Specifically, the presence of an otherwise costless V100A pQBR57 variant in cells expressing wild-type PQBR57_0059 in trans from pUCP18 restored the fitness cost (post hoc test *t*_22_ = 4.97, *p* = 0.0026, compare x-axis “no insert” and “ancestral” between “no pQBR57” and “V100A” panels). In fact, expression of PQBR57_0059 from pUCP18 appeared to decrease the fitness of ancestral-pQBR57-carriers even further (effect of anc versus no insert *p* = 0.0078), probably due to the increased effect of higher PQBR57_0059 expression from the multicopy expression vector. Expressing the V100A mutant PQBR57_0059 in trans was not devoid of cost when ancestral pQBR57 was present (*p* = 0.01), because the mutated protein likely has some residual activity that becomes apparent at high expression levels, but it had no significant effect in the presence of the V100A variant pQBR57 (*p* = 0.18). Together, these data show that the fitness effects of PQBR57_0059 are likely to emerge from its effects on other plasmid genes, hinting that a more complex interaction between the plasmid and chromosome is responsible for the cost of pQBR57.

**Fig 7:**
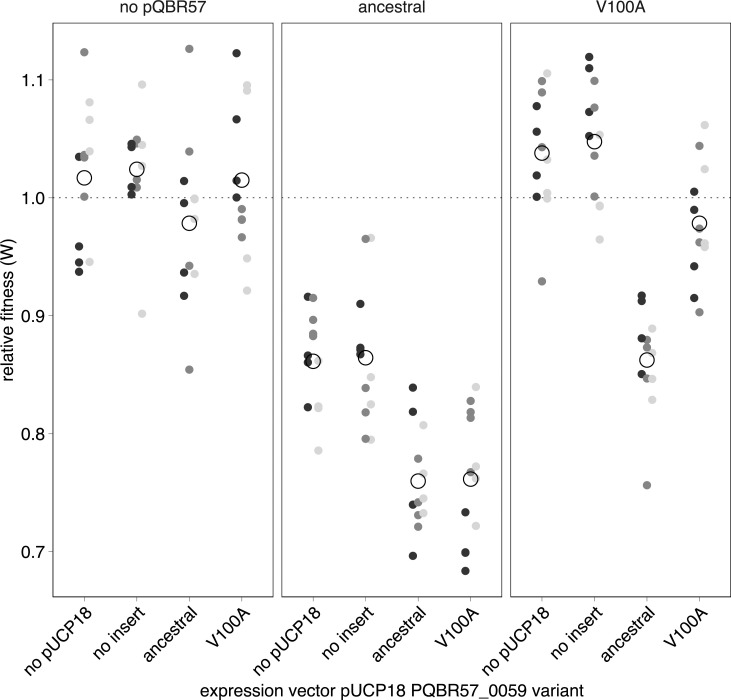
PQBR57_0059 interacts with other pQBR57 genes to generate a fitness cost. Relative fitness as determined by direct competition for *P*. *fluorescens* SBW25 overexpressing either the ancestral or the V100A variant of PQBR57_0059 (or no-insert expression vector, or no-vector controls, and carrying either no pQBR57 or the ancestral or V100A variants of pQBR57, against a plasmid-free wild-type *P*. *fluorescens* SBW25 without expression vector. Competitions were performed with 3 independent transformants/transconjugants indicated by shades of grey, and the fitness of each transconjugant/transformant was tested 4 times. For the “none/no-pQBR57” control treatment, all measurements were taken on the same strain. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

We therefore investigated plasmid-borne genes that were specifically differentially expressed by the PQBR57_0059 amelioration. Among the plasmid genes differentially expressed by amelioration, only 3 were specifically affected by pQBR57_0059 (**Fig 5A**). 

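With V100A, the 3 pQBR57 genes that differed from the ancestral plasmid and that did not differ in ΔPFLU4242 or ΔgacS were PQBR57_0054, PQBR57_0055 and PQBR57_0215. The mutated gene PQBR57_0059 itself did not change with V100A (log2 fold change -0.09, adjusted p = 0.989) or in ΔPFLU4242 (-0.05, adjusted p = 0.921), and it was at 112 TPM in the wild type with the ancestral plasmid. A call in one comparison and not in another does not show a difference between them, and of the 3 genes PQBR57_0054 and PQBR57_0055 passed the direct test between V100A and ΔPFLU4242. No direct test between V100A and ΔgacS was run.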

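PQBR57_0215 was lower with V100A than with the ancestral plasmid, by a log2 fold change of -0.81 (adjusted p = 0.0180). This call did not hold without replicate A (adjusted p = 0.152) or C (0.0912) of V100A or without replicate C of wild type with pQBR57 (0.301). In ΔPFLU4242 the gene had a log2 fold change of -0.59 (adjusted p = 0.0547), which passed the test by DESeq2 (adjusted p = 0.0296), with a replicate block (0.0421), without replicate B of wild type with pQBR57 (0.0440) and without replicate C of ΔPFLU4242 (0.0192). In ΔgacS it was -0.57 (adjusted p = 0.0621, by DESeq2 0.0417, without replicate A of ΔgacS 0.0346 and without replicate B of wild type with pQBR57 0.0472). Between V100A and ΔPFLU4242 it did not differ (-0.21, adjusted p = 0.698).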

One, PQBR57_0215, was down-regulated in a similar direction by the *ΔPFLU4242* mutation (0.05 < p_adj_ <0.1) and thus is likely to be a general response to amelioration. However, the other 2, which form an operon PQBR57_0054–0055, were exclusively up-regulated by PQBR57_0059 disruption. These genes are predicted to encode a ParAB system (HHPRED top hit for PQBR57_0055 6SDK “Spo0J/ParB” *p* = 2E-24; PQBR57_0054 matches 2OZE_A “ParA/Walker-type ATPase” *p* = 4.2E-25), homologues of which have been found to be responsible for efficient segregation of plasmids to daughter cells [66]. 

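With V100A, PQBR57_0055 was higher than its 679 ± 128 CPM with the ancestral plasmid (SD, n = 3), by a log2 fold change of 0.76 (SE 0.21, adjusted p = 0.0282). PQBR57_0054 was higher than its 429 ± 57.3 CPM (SD, n = 3), by a log2 fold change of 0.69 (SE 0.19, adjusted p = 0.0335). These calls did not hold without replicates A, B or C of the ancestral plasmid (adjusted p = 0.226, 0.147 and 0.103 for PQBR57_0055, and 0.180, 0.219 and 0.103 for PQBR57_0054) or without replicates B or C of V100A (0.122 and 0.117, and 0.186 and 0.0974). In ΔgacS neither gene changed (0.10, adjusted p = 0.855 for PQBR57_0055, and 0.25, adjusted p = 0.606 for PQBR57_0054). The other genes of pQBR57 that resemble ParB did not change with V100A, with log2 fold changes of 0.08 for PQBR57_0051 (adjusted p = 0.989) and 0.31 for PQBR57_0316 (adjusted p = 0.869).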

Two other genes resembling ParB are found in pQBR57 (PQBR57_0051 and PQBR57_0316), but neither has an adjacent gene matching ParA. Although we do not know whether the PQBR57_0054–0055 operon constitutes a functional segregation system in pQBR57, these matches and the adjacency of these genes, combined with their similarity and synteny with the ParAB genes of pQBR103 (locus tags pQBR0001 and pQBR0002), led us to label PQBR57_0054–0055 a putative *par* system for pQBR57 [47]. Examination of the region upstream of this operon reveals 3 ATTGC repeats and an inverted repeat (CTTGA(N)_9_TCAAG) that might interact with pQBR57_0059, which is predicted to bind DNA (**Fig 5B**). Interestingly, this region was also the target of parallel mutations in a previous evolution experiment [40]: In one population, evolved pQBR57 carried by *P*. *putida* had acquired an insertion of Tn6291 transposon 78 bases upstream from the predicted transcriptional start site, while in another replicate, evolved plasmids carried both by *P*. *fluorescens* and *P*. *putida* gained a single T>C transition 38 bases upstream of the transcriptional start site. Together, this suggests that pQBR57_0059 acts as a repressor of the *par* locus, and disruption of this repressor, or disruption of its binding site, results in increased transcription. The fact that there is no additive benefit of mutations in PFLU4242 and pQBR57_0059 suggests that increased par gene expression somehow prevents a deleterious interaction with PFLU4242, directly or indirectly, to ameliorate plasmid cost.

### Increased expression of the *par* genes from pQBR57 is sufficient to ameliorate the costs of pQBR57, but not pQBR103

To test the hypothesis that increased pQBR57 *parAB* gene expression as a consequence of the disruption of the repressor PQBR57_0059 was responsible for ameliorating the costs of pQBR57, we cloned the putative *par* genes PQBR57_0054–0055 into pUCP18 and introduced this vector, or an empty pUCP18 control, into *P*. *fluorescens* SBW25. We then introduced pQBR57 and measured the effects on relative fitness. Consistent with our hypothesis, overexpression of the *par* genes ameliorated the costs of pQBR57 (**Fig 8A**; LMM, interaction of pUCP18 insert and pQBR57 carriage *χ*^2^ = 22.2, *p* < 1e-4; pairwise contrasts no insert pQBR57 versus *par* pQBR57 *t*_10_ = 5.15, *p* = 0.004) but had no significant fitness effects by themselves (**Fig 8A**, no insert no pQBR57 versus *par* no pQBR57 *t*_10_ = 1.82, *p* = 0.5). Although *par* genes are normally associated with distribution of plasmids to daughter cells, we found no significant effect of *par* overexpression on the emergence of plasmid-free segregants in serially transferred populations, indicating that the beneficial effects of *par* expression on the fitness costs of pQBR57 are not directly mediated by plasmid loss (**S8 Fig**; *p* > 0.05 for all time points and plasmids).

**Fig 8:**
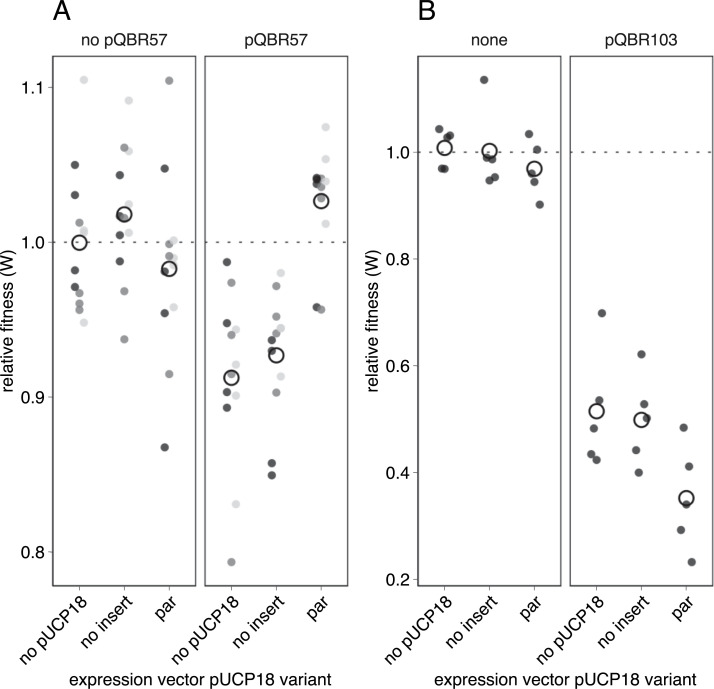
Effects of pQBR57 par gene expression on megaplasmid cost. **(A)** Competitions were performed with 3 independent transformants/transconjugants indicated by shades of grey, and the fitness of each transconjugant/transformant was tested 4 times. Empty circles indicate the grand mean for that set of conditions. **(B)** Expression of pQBR57’s par genes in trans exacerbates the fitness costs of the distantly related megaplasmid pQBR103. Competitions were performed with 5 independent transconjugants, with each one tested once. In all cases, competitions were against a plasmid-free wild-type *P*. *fluorescens* SBW25 without expression vector. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

We then investigated whether overexpression of pQBR57’s *par* genes had a general effect on plasmid fitness costs. We introduced pQBR103 to the strains that were overexpressing PQBR57_0054–0055 and again measured relative fitness. In contrast to the amelioration of pQBR57, expression of PQBR57_0054–0055 had no beneficial effect on pQBR103 (**Fig 8B**, LM, pUCP18:pQBR plasmid interaction F_2,24_ = 1.79, *p* = 0.18; pairwise contrast pQBR103 no insert versus pQBR103 *par t*_26_ = 2.41, *p* = 0.12), and we had weak evidence that costs were in fact exacerbated (effect of pUCP18 insert F_2,26_ = 4.4, *p* = 0.02). Increased expression of pQBR57 *par* therefore reduced the fitness costs of pQBR57, but did not have any ameliorative effect on a heterologous plasmid.

## Discussion

Plasmids are known to impose fitness costs, but the molecular causes of such costs are far from clear. Here, we show that, rather than emerging from the general bioenergetic demands of replicating DNA, transcribing into mRNA, or translating into protein [20], the majority of the fitness costs of plasmid acquisition come from specific deleterious interactions between plasmid and chromosomal genes. As a consequence, small mutations—in some cases just single base changes—can be sufficient to ameliorate even a very large plasmid with hundreds of genes. Previous studies have tended to focus on smaller, nonconjugative replicons [25,30,67], or have identified plasmid compensatory mutations with substantial pleiotropic effects: disruption or deletion of conjugative machinery from the plasmid (rendering it immobile) [28,68]; deletion of large portions of the plasmid [34,69]; or disruption of extensive and multifunctional regulatory circuits [31,33,70]. In contrast, our data show that single mutations can enable large, natural, conjugative, plasmids to become rapidly accommodated with few obvious trade-offs, and furthermore begins to describe the molecular negotiation by which this occurs (**Fig 9**).

**Fig 9:**
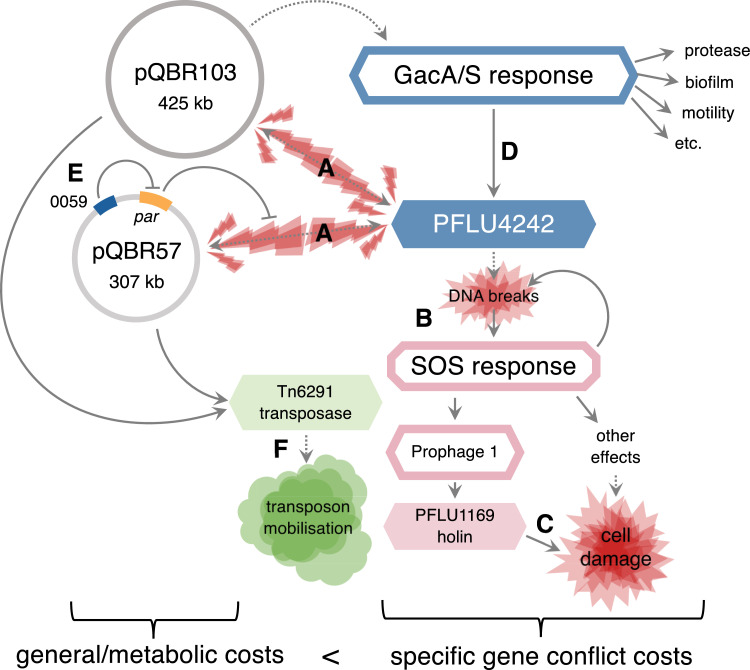
Proposed interactions leading to pQBR plasmid fitness costs. Dotted lines indicate speculative interactions, and solid lines indicate experimentally or bioinformatically determined interactions (from this study or others). Targets of compensatory mutation are shown in blue. Genes are solid boxes, whereas pathways/groups of genes are outlines. **(A)** Both plasmids interact with PFLU4242. **(B)** PFLU4242 activates the SOS response, probably through causing DNA breaks. **(C)** One outcome of the SOS response is expression of PFLU1169 that directly causes cell damage. **(D)** The effects of plasmid interactions with PFLU4242 are exacerbated by GacA/S, which increases expression of PFLU4242. pQBR103 may also interact directly with the GacA/S system. **(E)** Mutation of PQBR57_0059 increases expression of par, which reduces the disruption of pQBR57 but not pQBR103. **(F)** Both plasmids activate the Tn6291 transpose through a different route to PFLU4242 or GacA/S, which is likely to increase transposition activity and mobilisation of Tn6291. Overall, specific gene conflict costs greatly exceed the metabolic costs of pQBR57 and pQBR103.

Specifically, we have linked the fitness costs of both pQBR57 and pQBR103 to the SOS response in *P*. *fluorescens* SBW25. SOS response–associated genes comprised 42/50 of the genes up-regulated in common, and we found that increasing expression of just one gene in the SOS regulon—the “prophage 1” holin *PFLU1169*—had a severe effect on fitness, implicating the SOS response as a direct proximal cause of plasmid-induced fitness costs. The SOS response has wide-ranging impact on bacterial physiology [71], meaning that *PFLU1169* is unlikely to be the sole mechanism of plasmid-induced fitness costs, perhaps explaining why this gene has not been detected as a mutational target in our previous evolution experiments. How is the SOS response triggered by the pQBR megaplasmids? Single-stranded DNA, such as is acquired in the early stages of conjugative transfer, can directly activate the SOS response [58], but as the strains in this study were many generations removed from the original conjugation event due to picking and restreaking of transconjugant colonies, the SOS response in the pQBR/SBW25 system is clearly being perennially activated through a different route. DNA damage is the most likely candidate, implicating the SOS response as essentially an amplifier of disruptions caused by plasmid acquisition. Like an amplification circuit, the SOS response can itself cause DNA fragmentation, forming a positive feedback loop, and further disruption [72].

How does plasmid carriage cause DNA breaks? Clashes between the machineries of transcription and replication put stress on DNA molecules, and such clashes have been shown to drive the fitness costs of the minimal (2.1 kb) plasmid pIND in *E*. *coli* [67]. In *Shewanella oneidensis*, the replication machinery of the IncP1-beta mini-replicon pMS0506 (13.1 kb) probably triggers the SOS response by binding to the host DNA helicase DnaB and blocking the replication fork, exposing vulnerable ssDNA intermediates to breaks [73]. In *Pseudomonas aeruginosa* PAO1, the small (5.1 kb) plasmid pNUK73 triggered the SOS response due to increased expression of the plasmid replication machinery, which may cause breaks due to increased stress on DNA molecules within the cell [25]. However, other costly plasmids did not have the same effect on *P*. *aeruginosa* PAO1, suggesting that SOS response activation was not a general source of plasmid fitness costs in that strain [26]. The fact that different species of *Pseudomonas* had differing SOS responses to the same pCAR1 metabolic plasmid [74] likewise suggests that activation of the SOS response usually occurs in a plasmid-by-host specific manner, again consistent with our hypothesis that plasmid fitness costs emerge principally through specific genetic conflicts.

It is unclear whether the conflicts between transcription and replication seen with small plasmids is responsible for DNA damage for much larger plasmids like pQBR103 and pQBR57. We saw no significant change in megaplasmid copy number [40] or *rep* gene expression when comparing ancestral with ameliorated strains, hinting that other processes may be at work. What is clear is that mutations to a limited number of targets can prevent activation of the SOS response, presumably by preventing DNA breaks from occurring. Principal among these mutations, in terms of degree and scope of amelioration, are loss-of-function mutations to PFLU4242. While the molecular and evolutionary functions of PFLU4242 remain unknown, some clues can be gained from bioinformatic analyses. PFLU4242 contains 2 predicted domains: an N-terminal domain of unknown function 262 (DUF262) domain (HHPRED hit PF03235.16 *p* = 2E-18), and a carboxyl-terminal DUF1524/COG3472 domain (HHPRED hit PF07510.13 *p* = 4.6E-9) (**Fig 1**). This domain architecture resembles that of known endonucleases that target modified phage DNA [75], and related genes are located in known genome defence islands [76]. The hypothesis that PFLU4242 has a nuclease function in phage defence would explain how PFLU4242 disruption might prevent DNA breaks, and also why this gene has been maintained despite having no detectable effect on fitness or gene expression in plasmid-free bacteria in an axenic laboratory setting. Work is ongoing to understand the molecular and evolutionary functions of this gene. The concept of a trade-off between openness to HGT and resistance to phage infection has been explored extensively in the context of CRISPR/Cas and restriction modification modules [14,77,78]. Our data hint at another mechanism by which genome defence might have side effects: an inappropriately excessive response driving fitness costs, analogous to immune hypersensitivity.

We show that PFLU4242 expression is induced by a global regulator of secondary metabolism, the GacA/S 2-component system, and so our data are consistent with the hypothesis that disruption to GacA/S could exert its effect through repression of PFLU4242. It is possible that global regulators have been implicated in plasmid persistence due to their regulatory effects on more proximal causes of plasmid conflict [31,70]. The combined size of the *gacA* and *gacS* genes (approximately 3.4 kb) is over twice that of *PFLU4242* (approximately 1.6 kb) (**Fig 1**), providing a larger mutational target, which, alongside the mutability of the GacA/S system [79], may explain why GacA/S rather than PFLU4242 was the primary target of mutation in one of our previous studies [33]. On the other hand, loss of GacA/S function causes broad-scale phenotypic side effects beyond reduced fitness costs of carrying pQBR plasmids, such as reduced biofilm production, motility, and exoprotease secretion, each of which could impact bacterial fitness in more complex environments [59]. Notably, loss of GacA/S function was not detected in our previous experiments conducted in soil microcosms [54]—in such habitats, compensatory mutations targeting the genes causing host–plasmid conflicts appear to be favoured over mutations affecting their multifunctional regulators. We also have hints that PFLU4242 is not the only mechanism by which pQBR plasmids and the GacA/S system interact. Carriage of pQBR103 has a similar effect on PFLU4242 expression as deletion of *gacS*, while 26 pQBR57 genes appear to be differentially regulated in the Δ*gacS* background but not in the Δ*PFLU4242* background. Moreover, pQBR103 appears to carry a homologue of the Gac-Rsm system signal transducer RsmA, in common with pQBR55 but not pQBR57 [47]. 

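PFLU4242 was at 211 ± 22.1 CPM in the wild type with pQBR103 (SD, n = 3), a log2 fold change of -1.10 (SE 0.15, adjusted p = 1.52e-05) relative to plasmid-free wild type, a fall like that in plasmid-free ΔgacS. With pQBR57 it was at 400 ± 29.5 CPM (SD, n = 3), which did not pass the test (log2 fold change -0.18, adjusted p = 0.494). Of the 7 genes around and including PFLU4242, 2 fell with pQBR103 (camera, adjusted p = 0.00498, and 0.0622 with an estimated correlation), PFLU4242 and PFLU4241. The call of PFLU4241 did not hold without replicate A (adjusted p = 0.212) or B (0.0743) of plasmid-free wild type, without replicate A (0.0755), B (0.0694) or C (0.184) of pQBR103 or in a fit of only the libraries compared (0.108). Of the same 7 genes, PFLU4243 rose with pQBR57 (2 rose and 2 fell when adjusted over the list alone), a call that did not hold without replicate A (adjusted p = 0.176) or B (0.0700) of plasmid-free wild type, without replicate C of pQBR57 (0.194) or in a fit of only the libraries compared (0.115). With pQBR57, 1 of 7 genes around and including gacS fell, PFLU3774, which did not pass the test without replicate A of plasmid-free wild type (adjusted p = 0.0667), without replicate A (0.0919) or C (0.0996) of pQBR57 or in a fit of only the libraries compared (0.0745). With pQBR103 none passed. On pQBR57, 20 genes that were lower in ΔgacS were not differentially expressed in ΔPFLU4242, among them PQBR57_0066 (log2 fold change -2.98 in ΔgacS), and 16 of the 20 were also lower in ΔgacS than in ΔPFLU4242 when the strains were compared directly.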

Understanding how plasmids may manipulate core pathways in bacterial signalling is an important subject for future investigation [80].

Compensatory mutations occurring on a plasmid are thought to have increased potential to enhance plasmid persistence and accelerate HGT relative to mutations of similar effect on the chromosome, because plasmid-borne compensation is inherited both by daughter cells and by transconjugants [36]. Mutation of the putative lambda-family repressor PQBR57_0059 caused increased expression of the putative partitioning machinery of pQBR57, reducing the cost of that plasmid. The molecular mechanism by which *par* expression reduced pQBR57’s cost remains unclear. Although they are best known as machinery for DNA segregation, partitioning proteins are known to be multifunctional: Chromosomal ParB is known to bind DNA both specifically (at *parS* sites) and nonspecifically, impeding access by DNA-damaging agents like nucleases, forming bridges and loops between distant parts of a DNA sequence, and affecting gene expression [81–86]. The putative ParB of pQBR57 may also act to prevent DNA damage, perhaps by restricting nuclease access to otherwise vulnerable DNA. What, then, is the evolutionary function of PQBR57_0059 in repressing the protective *par* module? Tuning *par* expression for plasmid cost reduction may be a delicate matter, as our data suggest that high levels of pQBR57 *par* expression alone has a cost (as has also been found for chromosomal ParB expression [82,85]) and may exacerbate the costs of heterologous plasmids as we see for pQBR103. A highly conjugative plasmid such as pQBR57 is expected to frequently find itself in co-existence with other plasmids [87], and PQBR57_0059 may be one mechanism by which pQBR57 can modulate its own activity in multireplicon cells. Other plasmids are known to carry genes that prevent cellular disruption, for example, the anti-SOS genes PsiB [88] or the nucleoid-like proteins H-NS that repress plasmid gene expression [89], reducing costs. In this context, it is interesting that we have witnessed the evolution of this “stealth” function for the pQBR57 *par* genes during the course of our evolution experiment, showing that plasmids can contain the genetic resources necessary to evolve their own amelioration.

The principal group of genes up-regulated by both plasmids were located in chromosomal regions annotated as mobile genetic elements. Foremost among these were prophages 1 and 3. Plasmid activation of putative prophage genes appears to be a relatively common response to plasmid acquisition, having also been observed following acquisition of the IncP-7 plasmid pCAR1 by *P*. *putida* KT2440, *P*. *aeruginosa* PAO1, and *P*. *fluorescens* Pf0-1 [27,74]. However, the prophages of SBW25 are not predicted to be intact integrated temperate phage and rather seem to be relics that have lost the genes involved in DNA replication and packaging [63,90,91]. These prophages are therefore candidate tailocins—phage tails that have been evolutionarily co-opted to act as toxins used in inter-strain competition [62]. To exert their activity, tailocins translated in the cytoplasm must be released by cell lysis [62]. Tailocin production is therefore an example of bacterial spite, whereby an individual suffers a fitness cost to harm a competitor [92]. Spite, like altruism, is evolutionarily stable only within a narrow range of conditions—specifically, where those benefitting from the action are likely to be related and those targeted by the action are unlikely to be related [93]. Receiving a new plasmid is a clear signal of the presence of an unrelated competitor and thus an opportune time for spiteful tailocin activation. The SOS response can be considered a strategy against aggressions, rather than a solely defensive reaction [71]. It is therefore tempting to speculate, that, rather than being solely a side effect of DNA damage, expression of tailocins following plasmid acquisition could be an adaptive trait, one which both inhibits competitors [93] and potentially also prevents invasion of parasitic plasmids through cell suicide in a manner similar to abortive infection [94]. Interestingly, the prophage up-regulated by pCAR1 in *P*. *fluorescens* Pf0-1 appears also to be a tailocin [63], suggesting that toxin induction in response to plasmid acquisition is not specific to this bacterial–plasmid pairing.

The other chromosomal mobile genetic element up-regulated by both pQBR57 and pQBR103 was the transposon Tn6291. The up-regulated genes are thought to encode the transposase, which provide the machinery enabling Tn6291 to relocate both to other chromosomal locations and, importantly, to conjugative plasmids. Tn6291 does not appear to encode conjugative machinery of its own and therefore depends on other apparatus to move horizontally between bacterial lineages. Indeed, we previously showed using experimental evolution that Tn6291 exploits pQBR57 to move between *Pseudomonas* species in soil [40]. This dependence of Tn6291 on other mobile genetic elements for transmission provides an adaptive explanation for why the transposase genes are sensitive to conjugative plasmid acquisition: The presence of a conjugative plasmid signals the presence of a vehicle for Tn6291 to use. Communication between the pQBR plasmids and Tn6291 appears to be independent of the SOS response, as the Tn6291 transposase remains up-regulated in the otherwise ameliorated plasmid-bearing strains. There are numerous adaptive reasons why mobile genetic elements might be expected to communicate with one another, since conflict and collaboration between mobile genetic elements is expected to be a key factor influencing HGT and hence bacterial evolution (e.g., [2,95]). Interpreting this language could prove key to understanding the factors driving the spread of ecologically and clinically important traits.

More broadly, our data are consistent with the growing body of evidence that implicates interactions between horizontally acquired genes resident in the chromosome and incoming plasmids as a key source of conflicts potentially leading to fitness costs. While we identified a positive interaction between Tn6291 and the pQBR plasmids, other studies have found conflicts between plasmids and genomic islands. A series of studies have described how acquisition of plasmid pCAR1 by *P*. *putida* KT2440 induced expression of ParI, a ParA-like gene located on an accessory chromosomal genomic island, which, in that case, interfered with the plasmid-encoded ParAB system to destabilise pCAR1 [27,96,97]. MGE-encoded *par* homologues can clearly have contrasting effects on plasmid success. Genomic island-encoded helicases represent another group of horizontally acquired DNA-binding proteins that have been implicated in conflicts in diverse bacteria-plasmid associations involving *Pseudomonas* [25,32]. While *PFLU4242* does not appear to be a helicase, it is clearly part of the accessory genome, as homologues are not found in related strains of *P*. *fluorescens*. In fact, conflict between plasmids and bacteria may be more accurately described as conflict between plasmids and resident MGEs, with bacterial cells merely the battleground.

Our work has focused on large plasmids, generally exceeding 150 kb in size, sometimes called megaplasmids. Megaplasmids are likely to be especially effective vectors of HGT as they can mobilise many traits at once—a particular concern for the spread of antimicrobial resistance because selection with one drug may drive the spread of multidrug resistance [98]. Similarly, compensation of megaplasmids potentially facilitates the maintenance of many different traits in a lineage, provided that (consistent with our findings here) costs do not emerge from plasmid size per se. Advances in long-read sequencing technologies are beginning to expose the diversity, ubiquity, and complexity of megaplasmids in diverse bacterial genera, and, therefore, our findings are likely to apply beyond this specific case of mercury resistance in a soil Pseudomonad (e.g., [99,100]). For example, pQBR103 and pQBR57 are distant relatives of a large family of clinically important megaplasmids that appear to be disseminating multidrug resistance in clinical isolates of *P*. *aeruginosa* from opportunistic infections [101,102]. In those strains, these megaplasmids appear to be stable even without the selective pressure of antimicrobials, suggesting that those strains are either preadapted for megaplasmid carriage or have undergone prior compensatory evolution.

The fact that plasmid costs emerge principally from specific gene conflicts is not to say that replication and expression of plasmid genes per se levies no burden nor that such costs are invisible to selection. Lynch and Marinov [20] calculated the costs of bacterial gene replication, transcription, and translation and found that the costs of even replicating short pieces of nonbeneficial DNA are sufficient for purifying selection in moderately sized bacterial populations, with the costs of transcribing and translating those genes several orders of magnitude greater. The assays we used to measure fitness have limits, and it is likely that the residual bioenergetic burden of plasmid carriage would be detected by more sensitive methods [103]. Nevertheless, it is clear that such bioenergetic costs are many fold smaller than those that emerge from conflicts between specific genes or their products and may well be overwhelmed by other selective pressures in natural environments (such as phage [104]) or rendered negligible in the context of HGT [105].

Our findings have important implications for understanding the evolution of bacterial genomes. Fitness costs of plasmid carriage are, in theory, a barrier to HGT; however, our data suggest that when such costs are caused by specific genetic conflicts, they will be readily and rapidly ameliorated by single compensatory mutations thus enabling the long-term maintenance of plasmids in bacterial genomes. This helps to explain why plasmids are so common in bacterial genomes and, moreover, suggests that such compensated plasmid-carrying lineages will become important hubs of HGT within bacterial communities [19,106]. The fact that plasmid costs depend on specific conflicts is relevant to understanding the dissemination of ecologically and clinically important bacterial traits, such as antimicrobial resistance, because the immediate fitness costs of the encoding plasmids are unlikely to predict their long-term dynamics: Purifying selection against plasmids will diminish over time due to rapid compensatory evolution. More generally, the dynamics of mobile elements in bacterial genomes are unlikely to be predictable from their generic properties and thus more sophisticated analyses of genetic associations in pangenomes (e.g., [107]) will be required to predict the patterns and outcomes of gene exchange and how these will shape pangenome dynamics.

## Supporting information

S1 Fig There is no additional benefit of carrying both plasmid and chromosome compensatory mutations. Relative fitness as determined by direct competition for ancestral and V100A variants of pQBR57, in wild-type, Δ*gacS*, or Δ*PFLU4242* strains of *P*. *fluorescens* SBW25, against plasmid-free wild-type *P*. *fluorescens* SBW25. Competitions were performed with 4 independent transconjugants. Each measurement is plotted and the mean across all measurements for each condition indicated with an empty black circle, with bars indicating standard error. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.
(EPS)

S2 Fig Naturally occurring PQBR57_0059 mutations improve pQBR57 persistence. Serial passage of ancestral strains bearing mutated plasmids from the evolution experiment, in competition against plasmid-free recipients in soil microcosms. Panels show the relative proportions of different subpopulations over 5 transfers for 3 independent replicates (rows a, b, and c). Columns correspond to different pQBR57 variants that were conjugated into an ancestral strain for this experiment. Columns are arranged according to whether that variant had a disruption in, or immediately upstream of, PQBR57_0059 (right-hand columns) or not (left-hand columns). All detected mutations in that variant are described at the top of the column, with numbers corresponding to the affected locus_tag (with leading zeroes removed for reasons of space). “Tn” indicates a transposon insertion. Mutations in PQBR57_0059 are indicated in **bold**, and mutations affecting the region immediately upstream of PQBR57_0059 are in italics. Columns 1 and 2 contain data reproduced from Hall and colleagues [40]. Filled regions correspond to the proportions of recipients, transconjugants, donors, and segregants; note that very few segregants were detected in any population. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.
(EPS)

S3 Fig Volcano plots showing changes to gene expression associated with plasmid carriage. Points are coloured according to **Fig 3**. *PFLU1169* is highlighted with a black border. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.
(EPS)

S4 Fig Gene expression varies across the plasmids, with the most highly expressed genes outwith regions with predicted functions. Heatmaps show level of expression in TPM across each plasmid under different amelioration conditions. Coloured bars across the top indicate regions annotated in Hall and colleagues [47]: grey = rep; green = che; orange = par; purple = pil; yellow = SAM; red = Tn5042 mercury resistance transposon; pink = uvr; blue = tra. Loci are numbered according to the locus_tag feature. TPM, transcripts per million. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

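The regions of pQBR57 with a predicted function differed in expression in the wild type. The par genes PQBR57_0054 and PQBR57_0055 had a median of 274.7 TPM, at percentile 90.4 of the plasmid's genes. The pil region had a median of 43.8 TPM (percentile 50.9), the sam region 25.6 (percentile 36.6), the tra region 13.3 (percentile 20.7) and the che region 8.32 (percentile 11.7), and the median of all pQBR57 genes lay between those of sam and pil. PQBR57_0059, the gene of the lambda repressor-like protein, was at percentile 75.4. Of the 10 highest genes, such as PQBR57_0309 and PQBR57_0149, none lay in these regions.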

(EPS)

S5 Fig Expression of *PFLU3777* (*gacS*) and *PFLU4242* in the different treatments. Note different y-axis scaling. Points indicate different replicates, with values for each replicate scaled by effective library size. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

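Transcripts of gacS (PFLU3777) had a log2 fold change of -4.68 in plasmid-free ΔgacS, where the gene is deleted, and did not change with pQBR57 (0.23, adjusted p = 0.488). PFLU4242 was at 224 ± 34.9 CPM in ΔgacS with pQBR57 and 191 ± 16.1 in ΔgacS with pQBR103 (SD, n = 3), log2 fold changes of -1.01 (adjusted p = 1.02e-05) and -1.24 (adjusted p = 6.28e-07) relative to plasmid-free wild type. With the V100A variant it was at 400 ± 54.9 CPM (SD, n = 3) and did not pass the test (adjusted p = 0.967).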

(EPS)

S6 Fig Overexpression of *PFLU4242* recapitulates pQBR plasmid fitness cost in Δ*gacS* mutants. Columns of panels indicate whether the expression vector was empty or contained PFLU4242. Each vector was transformed into *P*. *fluorescens* ΔgacS 4 times independently before conjugation with plasmid pQBR57 or pQBR103. Independent replicates are indicated with thin lines, and the mean across replicates is indicated by the thick line, for each induction condition. Comparison of the effect of induction on areas under the curve showed that PFLU4242 expression had a significant effect in the presence of pQBR57 (t_5.04_ = 27, *p* < 0.001) or pQBR103 (t_3.33_ = 5, *p* = 0.017) but not for pQBR-plasmid-free (t_3.95_ = −0.05, *p* = 0.96). The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.
(EPS)

S7 Fig Differentially expressed plasmid genes across all amelioration conditions. Image as **Fig 5A**, but showing the effect of Δ*gacS* and differentially expressed genes on pQBR103. The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.

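The par genes of pQBR103, pQBR0001 and pQBR0002, had a median of 446 TPM in the wild type, at percentile 97.5 of the plasmid's genes. In ΔPFLU4242 pQBR0002 was higher by a log2 fold change of 0.46 (adjusted p = 0.0190). This call did not hold without replicate A of wild type (adjusted p = 0.0687), without replicate B (0.0611) or C (0.0688) of ΔPFLU4242, or at the plasmid's own library size (0.502). For pQBR0001 the change was 0.40 (adjusted p = 0.0501, and 0.0161 by DESeq2). In ΔgacS the changes were 0.43 for both genes (adjusted p = 0.0754 for pQBR0001 and 0.0570 for pQBR0002), and both passed the test at the plasmid's own library size (adjusted p = 0.0465 and 0.0457), by DESeq2 (0.0117 and 0.00149) and without replicate C of ΔgacS (0.0167 and 0.0305). When adjusted over the list alone, both genes were higher in each strain. The gene pQBR0447 was lower in ΔgacS (log2 fold change -1.07, adjusted p = 0.00156).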

(EPS)

S8 Fig Overexpression of pQBR57 par genes does not significantly affect plasmid loss. Single colonies derived from independent transformations/conjugations were established in KB media supplemented with 50 μg/ml kanamycin (to select for maintenance of the pUCP18 expression vector), and transferred 1:100 into fresh media every 2 days for 4 transfers (approximately 25 generations). At each transfer, a sample was spread on KB agar, and after colonies had grown, was replica-plated onto KB supplemented with 100 μM HgCl_2_. Plots show proportion of mercury-resistant colonies at each time point. There was no effect of pQBR57 par overexpression on the emergence of segregants (*p* > 0.05 for all time points). The data underlying this figure may be found at https://github.com/jpjh/COMPMUT/.
(EPS)

S1 Text Supporting information Results and Discussion.

## Abbreviations

AIC: Akaike information criterion
FDR: false discovery rate
GC: content, guanine-cytosine content
GLM: generalized linear model
GmR: gentamicin resistance
GO: Gene Ontology
HGT: horizontal gene transfer
KB: King’s B
LMM: linear mixed-effects model
ORF: open reading frame
RNA-seq: RNA sequencing
SmR: streptomycin resistance

# Supplementary material for: Plasmid fitness costs are caused by specific genetic conflicts enabling resolution by compensatory mutation
**Source:** PLoS Biol. 2021 Oct 13;19(10):e3001225. doi: 10.1371/journal.pbio.3001225
**Supplement:** S1 Text

S1 Text

Supplementary Results and Discussion for: Plasmid fitness costs are caused by specific genetic conflicts enabling resolution by compensatory mutation

James P. J. Hall, Rosanna C. T. Wright, Ellie Harrison, Katie J. Muddiman, A. Jamie Wood, Steve Paterson, Michael A. Brockhurst

Compensatory mutations detected in previous studies

Hall et al. 2017; Hall et al. 2018 (pQBR57)

Previously, we evolved *Pseudomonas fluorescens* SBW25 and *P. putida* KT2440 in soil microcosms for ~440 generations with and without the mercury resistance conjugative plasmid pQBR57 (Hall et al. 2016). Whole-genome sequencing of evolved clones identified two loci that were frequently mutated in independent populations and were associated with pQBR57 carriage (Hall et al. 2018). Specifically, mutations to the plasmid gene *PQBR57_0059* appeared in 9/36 (25%) of populations where the plasmid was initially present, with mutations present in both *P. fluorescens* and *P. putida*. Disruptions to *PQBR57_0059* occurred both as single nucleotide mutations and as transposon insertions, and targeted both the open reading frame (ORF) and the region 5' of the ORF between the predicted promoter (Solovyev & Salamov, 2011) and the start codon. The other locus was the chromosomal gene *PFLU4242*, present in *P. fluorescens* SBW25 and with no homologue in *P. putida* KT2440, which was targeted in 11/34 (32%) of populations, with single nucleotide mutations including frameshifts occurring across the ORF. Neither locus was mutated in plasmid-free treatments, and no other mutations were associated with plasmid carriage in this experiment. Interestingly, populations evolved in the absence of mercury were more likely to have plasmid-borne compensations than chromosomal compensations (4/6 compensated clones; 66%), compared with populations evolved under

positive (mercury) selection (3/12 compensated clones; 25%), though we lacked sufficient replication to test this rigorously.

Hall et al. 2019 (pQBR55)

Hall et al. (2019) found mutations in *P. fluorescens* SBW25 GacA/S system, in *PFLU4242*, or in RNA polymerase, in independent clones ameliorating the heavy fitness cost of pQBR55. Mutations to *PFLU4242* were most common (10/14 ameliorated clones). Mutations to RNA polymerase were not as effective in ameliorating pQBR55 as the *gacA/S* or *PFLU4242* mutations, and may have emerged in a minority of clones (2/14 ameliorated clones) due to the extreme population bottlenecks employed in this study.

Harrison et al. 2015 (pQBR103)

Harrison et al. (2015) found that the main signature of *P. fluorescens* SBW25 compensation of pQBR103 was mutation to the *gacA/S* two-component regulator. However, clones from a quarter of the populations that did not have a *gacA/S* mutation (2/36 of the total populations) acquired instead a mutation in *PFLU4242*.

Harrison et al. 2017 (pQBR103, with phage phi-2)

Harrison et al. (2017) found *PFLU4242* mutations in half of the populations evolved with pQBR103 that did not have a mutation in *gacA/S* (3/12 of total populations). *PFLU4242* mutations were more common than *gacA/S* mutations in the phage-evolved populations (2/3; 66%) than in the no-phage populations (1/6; 17%), but there was not sufficient replication to test these distributions statistically.

Carrilero et al. 2021 (pQBR103, pQBR57, or both pQBR103 and pQBR57)

Carrilero et al. (2021) found *gacA*, *gacS*, and *PFLU4242* mutations occurring in all evolved populations, regardless of whether they evolved with pQBR57, pQBR103, or both pQBR57 and pQBR103. There was no evidence for differential compensatory evolution according to treatment.

The list of compiled mutations presented in Figure 1 is available as part of the dataset for this study (<https://github.com/jpjh/COMPMUT/> ; doi: [10.17638/datacat.liverpool.ac.uk/1275](https://doi.org/10.17638/datacat.liverpool.ac.uk/1275))

Diverse, naturally-occurring PQBR57_0059 loss-of-function mutants also enhance plasmid maintenance

Naturally-emerging pQBR57 variants from the evolution experiment, reported in Hall et al. (2017, 2018) were selected on the basis of either having an intact PQBR57_0059 gene (5 variants), or having a mutation in that gene or immediately upstream (7 variants). Most of these pQBR57 variants also contained second-site mutations or transposon insertions. Plasmids were conjugated into an ancestral strain in triplicate and cultured in soil microcosms alongside a differently-*lacZ*-labelled plasmid-free competitor for 5 transfers following the protocol in Hall et al. (2017). Counts of (initially) plasmid-bearing and (initially) plasmid-free strains was achieved by spreading samples on plates containing X-gal at each transfer, and plasmid carriage in both subpopulations was assessed by replica-plating onto plates containing mercury (**Fig S2**). These experiments were run alongside similar experiments performed with the ancestral pQBR57 variant (Hall et al. 2017). We fitted a linear mixed-effects model to cumulative plasmid frequency, with PQBR57_0059 status as a fixed effect, and variant as a random effect. Disrupted PQBR57_0059 variants had a significantly higher cumulative plasmid frequency (LMM, effect of PQBR57_0059 disruption $\chi^2 = 5.6$, $p = 0.02$), though there was substantial variation between variants, with variant C01, which had gained a Tn6291 insertion, as an outlier.

The overall pattern held even if the ancestral variant was not included in the analysis ($\chi^2 = 3.95$, $p = 0.047$).

Supplementary References

Carrilero, L., Kottara, A., Guymer, D., Harrison, E., Hall, J. P. J., & Brockhurst, M. A. (2021). Positive Selection Inhibits Plasmid Coexistence in Bacterial Genomes. *mBio*, 12(3). <https://doi.org/10.1128/mBio.00558-21>

Hall, J. P. J., Williams, D., Paterson, S., Harrison, E., & Brockhurst, M. A. (2017). Positive selection inhibits gene mobilisation and transfer in soil bacterial communities. *Nature Ecology & Evolution*, 1(9), 1348–1353. <https://doi.org/10.1038/s41559-017-0250-3>

Hall, J. P. J., Harrison, E., & Brockhurst, M. A. (2018). Competitive species interactions constrain abiotic adaptation in a bacterial soil community. *Evolution Letters*, 2(6), 580–589. <https://doi.org/10.1002/evl3.83>

Hall, J. P. J., Wright, R. C. T., Guymer, D., Harrison, E., & Brockhurst, M. A. (2019). Extremely fast amelioration of plasmid fitness costs by multiple functionally diverse pathways. *Microbiology*. <https://doi.org/10.1099/mic.0.000862>

Harrison, E., Hall, J. P. J., Paterson, S., Spiers, A. J., & Brockhurst, M. A. (2017). Conflicting selection alters the trajectory of molecular evolution in a tripartite bacteria-plasmid-phage interaction. *Molecular Ecology*, 26(10), 2757–2764. <https://doi.org/10.1111/mec.14080>

Harrison, E., Guymer, D., Spiers, A. J., Paterson, S., & Brockhurst, M. A. (2015). Parallel compensatory evolution stabilizes plasmids across the parasitism-mutualism continuum. *Current Biology: CB*, 25(15), 2034–2039. <https://doi.org/10.1016/j.cub.2015.06.024>

Solovyev, V., & Salamov, A. (2011). AUTOMATIC ANNOTATION OF MICROBIAL GENOMES AND METAGENOMIC SEQUENCES. In R. W. Li (Ed.), *In Metagenomics and its Applications in*

92 | *Agriculture, Biomedicine and Environmental Studies* (pp. 61–78). Nova Science Publishers.

93 | <https://www.researchgate.net/publication/259450599>

94

How the deposited data were processed for this re-analysis (not part of the article)

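The data are RNA-seq counts from 30 libraries of P. fluorescens SBW25, 3 biological replicates of each of 10 conditions, grown at 28 °C in King's B medium to an OD600 of about 0.6. The authors state that they trimmed reads with Cutadapt 1.2.1 and Sickle 1.200, aligned them with HISAT2 2.1.0 to the chromosome alone or together with the plasmid, kept alignments with a mapping quality of 10 or more, counted them with featureCounts in Rsubread 1.30.9, and tested protein-coding genes with edgeR 3.22.5. The count table holds raw integer counts per feature. The authors' tables of tests, as deposited, hold log2 fold change values, F statistics (a score), p-values and FDR values, which the authors made with edgeR quasi-likelihood tests and Benjamini-Hochberg adjustment. A table of normalization by the authors holds the signal total per library, which sums counts on protein-coding chromosomal genes, and a TMM ratio per library made with edgeR. These totals were 99.9% to 100% of the chromosomal counts used here, and the factors had a correlation of 0.965 with those computed here. Another set of tables holds the authors' RPKM values, and dividing counts by these gave gene lengths that are whole numbers, 99.7% or more of them multiples of 3. The authors' tables of tested genes hold 5889 chromosomal genes, and 5769 chromosomal genes have a RefSeq entry. Each count table was checked against its stated unit, and the sums of counts were checked against the totals of assigned reads.

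Counts on protein-coding genes of the chromosome ranged from 9000674 to 28600197 per library, and TMM factors from 0.922 to 1.09. The 10 highest genes took 12.5% to 15.6% of them. Noncoding RNAs took 9.02% to 19.2% of all counts, of which tmRNA took 6.93% to 15.0% and RNase P RNA 1.81% to 4.35%, and were left out of library sizes. Unassigned reads were 3.50% to 6.14%. At this depth, tests on simulated counts with known changes recovered 86.6% of 67 genes changed by 2-fold and 100% of 66 genes changed by 4-fold, but 23.9% of those changed by 1.5-fold. For plasmid genes changed by 1.5-fold, 80% of 20 were recovered on pQBR57 and 60% on pQBR103. These plasmid genes were simulated and tested at the plasmid's own library size and TMM factors. Recovery at the chromosomal library size, which the main tests of plasmid genes use, was not simulated. In the same tests camera called 1 of 1 changed list and 0 others.

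Values were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by filterByExpr. Dispersions were estimated with estimateDisp and fitted with glmQLFit in its form from before edgeR version 4, and each comparison used glmQLFTest with Benjamini-Hochberg adjustment within the comparison. Genes with an adjusted p under 0.05 were called, and a log2 fold change beyond 1 was counted as over 2-fold. Plasmid genes were tested over the 12 libraries with pQBR57 or the 9 with pQBR103. The deleted gene was left out of comparisons that involve its deletion. TPM was computed over protein-coding genes, and expression levels are means of log2 TPM. Shares of counts were compared by exact permutation tests.

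Each plasmid, each deletion and each combination was compared with plasmid-free wild type and with the wild type carrying the same plasmid, pQBR103 was compared with pQBR57, and interactions of plasmid and deletion were tested, 19 comparisons of chromosomal genes and 5 of plasmid genes. Another 5 and 2 were added later, namely V100A against pQBR57 in ΔPFLU4242, each plasmid within each deletion strain, and ΔgacS and V100A against ΔPFLU4242 for pQBR57 genes.

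Gene lists were written from gene symbols, from the paper's text and from windows of 15 locus tags. They cover SOS and DNA repair, the windows around PFLU1169 and around PFLU2839 to PFLU2841, Tn6291, flagellum, chemotaxis, type VI secretion, ribosomal proteins, chaperones, siderophores and iron uptake, carbohydrate metabolism and transport, the respiratory chain and ATP synthase, the TCA cycle, alginate and cellulose, secreted enzymes, Gac and Rsm regulators, general stress, the neighbours of PFLU4242 and of gacS, the genes cloned by the study, and the tra, par, che, sam and pil regions and ParB-like genes of the plasmids. Lists were tested with camera at a preset correlation of 0.01, and members were also adjusted over the list alone. Another 11 of 38 lists, which needed product names that match no symbol, were not used here.

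The genes named are every gene the paper names, the 8 largest rises and 8 largest falls of each comparison among called genes whose 3 libraries of one group all lie above or below those of the other, up to 4 members of each list with the smallest p, and the 10 highest genes of each plasmid by TPM in the wild type. Values in the paper's text had been seen when this rule was written.

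The paper states that each of the 3 replicates was processed separately as a block, and the letters A, B and C were checked as pairs. Residuals of libraries with the same letter in different conditions had a mean correlation of 0.113 (135 pairs), over 0.1 in 25 of 45 pairs of conditions, against -0.0566 (270 pairs) and 1 of 45 for different letters. The alternatives tried were DESeq2 size factors, the DESeq2 Wald test, no filter, a replicate block, the version 4 method of edgeR, a fit of only the libraries compared, plasmid genes in the library size, the plasmid's own library size, medians or a count minimum for levels, all features for shares, an estimated correlation for lists, and leaving out each library in turn. The authors' gene set and log2(TPM + 1) were added after the data were seen.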

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

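The tests of 2 libraries in place of 3 and of a factor common to all pQBR103 genes were chosen only after the result was seen.

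The effect of pQBR57 differed between ΔPFLU4242 and wild type in 66 genes by an interaction test, 19 higher and 47 lower, among them PFLU1187 (log2 difference -2.43), PFLU0054 (-2.15) and lexA (PFLU1560, -1.25). This count was 102 in a fit of only the libraries compared, 43, 43 and 43 without replicates A, B and C of plasmid-free ΔPFLU4242, 38 and 40 without replicates A and B of ΔPFLU4242 with pQBR57, 43 and 41 without replicates A and C of wild type with pQBR57 and 36 without replicate C of plasmid-free wild type. The effect of pQBR103 differed between ΔPFLU4242 and wild type in 124 genes, 11 higher and 113 lower, among them PFLU1169 (log2 difference -3.41) and PFLU1170 (-3.11).

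The effect of pQBR57 differed between ΔgacS and wild type in 1 gene, PFLU3191 (log2 difference 1.5, adjusted p = 0.00251), and that of pQBR103 in 98 genes, 12 higher and 86 lower, among them PFLU0054 (-2.65), lexA (PFLU1560, -1.70) and sulA (-1.67). The count of 98 was 26 in a fit of only the libraries compared, 148, 47 and 40 without replicates A, B and C of plasmid-free wild type, 53, 50 and 149 without those of plasmid-free ΔgacS, 258 and 56 without replicates A and B of ΔgacS with pQBR103 and 45 without replicate C of wild type with pQBR103.

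The effects of the plasmids differed from each other in 1223 genes by the direct comparison (757 without replicate C of pQBR57 and 797 without replicate C of pQBR103), one of which was PFLU4242, lower with pQBR103 than with pQBR57 by a log2 fold change of -0.925 (adjusted p = 8.30e-05).

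The paper tested protein-coding genes, and among 8 noncoding RNAs 3 changed here. The iron-responsive small RNA PrrF_1 fell with pQBR57 from 32.5 ± 6.71 to 14.0 ± 4.77 CPM (SD, n = 3, log2 fold change -1.23, adjusted p = 0.0131, and -1.06 and -0.95, no longer called, without replicate A of plasmid-free wild type and replicate C of pQBR57). PrrF_2 was lower in ΔgacS than in wild type with pQBR103, at 7.88 ± 2.50 against 32.8 ± 7.37 CPM (SD, n = 3, log2 fold change -2.04, adjusted p = 7.88e-05). RsmZ, a small RNA whose transcription depends on the Gac system, fell in plasmid-free ΔgacS from 7.92 ± 1.05 to 3.62 ± 0.894 CPM (SD, n = 3, log2 fold change -1.15, adjusted p = 0.0293). The RsmZ call did not hold without replicate A (adjusted p = 0.0594) or C (0.0964) of plasmid-free wild type or without replicate B (0.102) or C (0.138) of plasmid-free ΔgacS. RsmY, another small RNA of the Gac system, did not fall in ΔgacS, with log2 fold changes of 0.40 plasmid-free (adjusted p = 0.193), 0.51 with pQBR57 (0.0546) and 0.52 with pQBR103 (0.0553), each relative to plasmid-free wild type.

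The count of 401 genes for pQBR57 fell to 129 without replicate C of pQBR57. Library depth as its cause would lower the count when that library is thinned to the chromosomal counts of replicate A, and 390 genes were called then. Having 2 libraries in place of 3 would lower the count for any library left out, and 388 were called without replicate B, although 191 were called without replicate A and 141 without replicate A of plasmid-free wild type. What sets replicate C apart was not tested, and a biological difference between the cultures stays open.

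At the library size of the chromosomal genes, the 189 pQBR103 genes called in ΔPFLU4242 were all higher. If 1 factor common to all pQBR103 genes were the whole cause, few genes would be called at the plasmid's own library size, and 85 were, 67 higher and 18 lower. With the 6 libraries thinned to one chromosomal total, 186 genes were higher and none was lower, which argues against library depth. The median log2 fold change of all 478 genes was 0.33, and 0.33 without the 10 highest genes. A change in plasmid copy number on top of changes of single genes was not tested here and stays open. The paper states that neither copy number nor expression of rep genes changed significantly between ancestral and ameliorated strains. For copy number it cites an earlier evolution experiment with pQBR57, and it gives no values for pQBR103. The rep genes were not analysed here as a list.

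Of the 37 genes that rose with pQBR103 and fell with pQBR57, 34 were lower in ΔgacS. The plasmid-free wild-type libraries took part in choosing these genes and in the comparison, so the genes were also compared between ΔgacS with pQBR57 and ΔPFLU4242 with pQBR57, which share no library with the choice. There the median log2 fold change was -1.42 (SD 0.74 over genes), 37 of 37 lay below 0 and 34 were called lower, and without any 1 library at least 73.0% of the genes so chosen were called lower in ΔgacS. The contrast between these strains also holds what loss of PFLU4242 does to the genes. Relative to wild type with pQBR57, their median was 0.87 in ΔPFLU4242 (30 called higher) and -0.47 in ΔgacS (14 called lower and 1 higher). A contrast below 0 would therefore arise without an effect of gacS, and it cannot show one by itself. As a hypothesis, found and tested on the same data, the pQBR plasmids may act in opposite directions on genes that depend on the Gac system.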

How the results depend on the processing

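The authors' gene set and log2(TPM + 1) were chosen only after the results were seen, and TPM from the authors' RPKM values was not run, since the gene lengths come from those values.

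Of 74 results that answer a comparison, 22 were moved by no alternative. These include the 24 genes that rose over 2-fold with both plasmids (22 to 29 without any 1 library), the 717 genes in ΔgacS (550 to 645) and the fall of PFLU4242 in ΔgacS and with pQBR103. Among the single genes and small RNAs followed, no called log2 fold change reversed its sign under any alternative. Counts, sets, levels, shares and lists had no label for a reversal, so none could appear among them. For the moved counts the cause was not tested, but a fit of only the libraries compared has fewer libraries by construction, and leaving one out has fewer samples.

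With a replicate block, which pairs the replicates by letter, the counts became 682 (pQBR57, main 401), 56 (ΔPFLU4242 with pQBR57, 28), 46 (V100A, 26), 742 (ΔPFLU4242 against wild type with pQBR57, 477), 121, 198 and 197 (interactions of pQBR57 with ΔPFLU4242, pQBR103 with ΔPFLU4242 and pQBR103 with ΔgacS; 66, 124 and 98), 6 (V100A against pQBR57 in ΔPFLU4242, 1), 13 (pQBR103 within ΔPFLU4242, 4), 7 (pQBR57 genes, V100A against ΔPFLU4242, 2), 61 and 53 (raised by pQBR103 and lowered by pQBR57, and of these lower in ΔgacS; 37 and 34), 645, 638 and 285 (changed by pQBR57 and no longer in ΔPFLU4242, V100A and ΔgacS; 379, 376 and 167), and 344 and 31 (moved back in ΔPFLU4242 with pQBR57 and V100A; 209 and 20). The block moved no other count beyond 1.5 times its value.

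In a fit of only the libraries compared, the same counts became 203 (pQBR57), 13 (V100A), 254 (ΔPFLU4242 against wild type with pQBR57), 0 (V100A against pQBR57, with 24 in the fit of all), 102 and 26 (interactions of pQBR57 with ΔPFLU4242 and pQBR103 with ΔgacS), 0 (V100A against pQBR57 in ΔPFLU4242), 22 and 17 (raised by pQBR103 and lowered by pQBR57, and of these lower in ΔgacS), 188, 190 and 74 (no longer in ΔPFLU4242, V100A and ΔgacS), and 108 and 0 (moved back in ΔPFLU4242 with pQBR57 and V100A). Others became 525 (ΔgacS with pQBR103, 996), 17 (pQBR57 within ΔPFLU4242, 26), 15 and 0 (pQBR57 and pQBR103 within ΔgacS, 37 and 3), 0 (raised by both plasmids and lower in ΔgacS, 6), 12 (called with V100A and in ΔPFLU4242 with pQBR57, 22) and 41 (moved back in ΔgacS with pQBR57, 98).

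With DESeq2 the counts became 50 (ΔPFLU4242 with pQBR57), 7 (ΔPFLU4242 with pQBR103, 3), 43 (V100A against pQBR57), 124, 2.0e+02, 2 and 203 (the interactions, 1 for pQBR57 with ΔgacS), 15 (V100A against pQBR57 in ΔPFLU4242), 16 (pQBR103 within ΔPFLU4242), 185 (changed by pQBR103 and no longer in ΔgacS, 114) and 38 (moved back with V100A). V100A against pQBR57 in ΔPFLU4242 gave 0 with plasmid genes in the library size and 0 with the authors' gene set. At the plasmid's own library size 85 pQBR103 genes were called in ΔPFLU4242. Of 142 list tests called, 53 were called with an estimated correlation.

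With log2(TPM + 1), plasmid genes were 1.70-fold (ΔPFLU4242 with pQBR57), 1.495-fold (wild type with pQBR103) and 2.01-fold (ΔPFLU4242 with pQBR103) higher than chromosomal genes, and with at least 10 counts in every library compared the last 2 were 1.501 and 2.055. With all features in the count table, the shares on the plasmid were 3.56% (wild type), 3.76% (ΔPFLU4242), 3.65% (V100A) and 2.52% (ΔgacS) for pQBR57 and 3.35%, 4.32% and 3.56% (wild type, ΔPFLU4242 and ΔgacS) for pQBR103.

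Leaving out each library in turn, the lowest and highest counts were, for chromosomal genes, 129 to 388 (pQBR57), 123 to 2.2e+02 (pQBR103), 17 to 23 (V100A), 109 to 426 (ΔPFLU4242 against wild type with pQBR57), 249 to 558 (the same with pQBR103), 10 to 22 (V100A against pQBR57), 757 to 1020 (pQBR103 against pQBR57). For interactions and later comparisons they were 36 to 69 (interaction of pQBR57 with ΔPFLU4242), 40 to 258 (interaction of pQBR103 with ΔgacS), 0 to 5 (V100A against pQBR57 in ΔPFLU4242), 13 to 34 (pQBR57 within ΔgacS), 1 to 10 (pQBR103 within ΔgacS). For sets of genes they were 10 to 33 (raised by pQBR103 and lowered by pQBR57), 10 to 33 (of these lower in ΔgacS), 31 to 46 (raised by both plasmids), 1 to 7 (of these lower in ΔgacS), 110 to 382 (changed by pQBR57 and no longer in ΔPFLU4242), 107 to 385 (V100A), 40 to 206 (ΔgacS), 119 to 247 (changed by pQBR103 and no longer in ΔPFLU4242), 57 to 142 (ΔgacS), 0 to 5 (over 2-fold with V100A and by neither plasmid in the wild type), 14 to 22 (V100A and ΔPFLU4242 with pQBR57). For genes that moved back they were 57 to 227 (moved back in ΔPFLU4242 with pQBR57), 110 to 193 (ΔPFLU4242 with pQBR103), 7 to 21 (V100A), 41 to 117 (ΔgacS with pQBR57), 106 to 194 (ΔgacS with pQBR103). For plasmid genes they were 8 to 44 (pQBR57 genes in ΔPFLU4242), 0 to 17 (with V100A), 29 to 52 (in ΔgacS), 2 to 8 (between V100A and ΔPFLU4242), 37 to 105 (pQBR103 genes in ΔgacS). The libraries concerned are named beside each result.

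For single genes and lists, results weakened below the threshold 89 times with an estimated correlation, 167 without 1 library, 30 in a fit of only the libraries compared, 3 at the plasmid's own library size, 2 with DESeq2, 2 with a replicate block and 2 with the authors' gene set, and rose past it 11 times with a replicate block, 8 with DESeq2, 7 without 1 library and 2 at the plasmid's own library size. At this depth most simulated changes of 2-fold in chromosomal genes pass the test and most of 1.5-fold do not.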

Differences from the paper's values

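All tests in this part were set before the data were examined, apart from the authors' gene set, which was chosen after the values were seen.

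For genes that rose by over 2-fold with both plasmids, the paper gives 50 and the value here is 24. In its section on ΔgacS the paper also gives 50 for genes up-regulated by both plasmids with no threshold on the fold, which compares with 47 here. None of the alternatives set before the data were examined removes the difference, with counts of 22 to 25 over the settings and 22 to 29 without any 1 library. With no threshold on the fold the count was 50 with DESeq2 size factors in the edgeR fit. The authors' own table of tested genes gives 25 genes with the fold threshold and 50 without it, so that the paper's 50 is the count of that table without the threshold, and their gene set, added after the values were seen, gives 25 and 50.

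For pQBR103 genes differentially expressed in ΔPFLU4242, the paper gives 85 and the value here is 189 at the library size of the chromosomal genes. With the plasmid's own library size and TMM factors the count is 85, the paper's value. It stays different with the DESeq2 Wald test (209), with no filter (189) and with a replicate block (195).

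The paper states that no further genes were over 2-fold changed in the strains with ΔPFLU4242 or with V100A. Here 4 genes (PFLU3190, PFLU3414, PFLU3415 and PFLU5310) were so in ΔPFLU4242 and 2 (PFLU3414 and PFLU3415) with V100A, all lower, and the authors' own tables of tests also give 4 and 2. The count for V100A was 5 without replicate A of V100A and 0 without replicate C of plasmid-free wild type.

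The paper states that expression of the Tn6291 genes was not affected by loss of PFLU4242 for either plasmid. All 3 genes were still higher than in plasmid-free wild type here, and in the direct comparison with pQBR57 PFLU1888 was higher in ΔPFLU4242 than in the wild type by a log2 fold change of 1.09. With pQBR103 none of the 3 differed in the main fit (adjusted p = 0.772, 0.180 and 0.0510 for PFLU1886, PFLU1887 and PFLU1888), although PFLU1888 was lower with a replicate block (adjusted p = 0.0227) and by DESeq2 (0.0310).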

Other observations

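The comparisons of each plasmid within a deletion strain, and of V100A with pQBR57 in ΔPFLU4242, were chosen only after other results were seen.

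Within each deletion strain between 3 and 37 genes were called for a plasmid, Tn6291 genes among them. Against plasmid-free ΔPFLU4242, pQBR57 raised 4 genes and lowered 22 (17 genes in a fit of only the libraries compared), with PFLU1886 higher by a log2 fold change of 3.90 (adjusted p = 3.38e-10) and PFLU4128A by 3.31 (adjusted p = 4.89e-09). Against the same strain, 4 genes were called for pQBR103, PFLU1886 to PFLU1888, which rose, and PFLU1185, which fell (-0.92, adjusted p = 0.0329). The call of PFLU1185 did not hold without replicate A (adjusted p = 0.570) or B (0.0739) of plasmid-free ΔPFLU4242 or without replicate A (0.132), B (0.322) or C (0.131) of ΔPFLU4242 with pQBR103. Against plasmid-free ΔgacS, pQBR57 raised 24 genes and lowered 13, with PFLU1886 higher by 3.49 and PFLU0054 by 1.36, and pQBR103 raised only the 3 Tn6291 genes. The 37 genes for pQBR57 were 22 and 13 without replicates A and B of plasmid-free ΔgacS and 20 without replicate C of ΔgacS with pQBR57 (15 in a fit of only the libraries compared). The 3 genes for pQBR103 were 10 without replicate A of ΔgacS with pQBR103 and 1 without replicate C of plasmid-free ΔgacS, and 0 in a fit of only the libraries compared (edgeR), so that the calls of Tn6291 genes for pQBR103 in ΔgacS depend on the fit.

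Small RNAs also differed in strains that carry a plasmid. PrrF_1 was higher in ΔPFLU4242 than in wild type with pQBR57 (log2 fold change 1.35, adjusted p = 0.00673, and 1.08, no longer called, without replicate C of wild type with pQBR57). PrrF_2 was higher with pQBR103 than with pQBR57 (1.33, adjusted p = 0.00797). In ΔgacS with pQBR57, RsmZ was lower than in plasmid-free wild type (-1.32, adjusted p = 0.00696), and in ΔgacS with pQBR103 it did not pass the test against plasmid-free wild type (-0.72, adjusted p = 0.163) or against wild type with pQBR103 (0.32, adjusted p = 0.551).

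With V100A, 26 genes were called against 401 for ancestral pQBR57, and a candidate explanation is that V100A leaves a smaller part of the whole response in place. With plasmid-free ΔPFLU4242 as the control, which took no part in choosing the 401 genes, the median part that remained was 32.7% (quartiles 18.4% and 47.8%), and 373 of the 401 genes had the direction they have with pQBR57. For pQBR57 in ΔPFLU4242 the median was 2.77% (quartiles -17.5% and 31.2%), and 216 of 401 genes had that direction.

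Over all genes tested, the changes with the 2 plasmids had a correlation of 0.121 and a covariance of 0.0186, and 51.1% of genes had the same sign. In simulated sets with no change and the same shared plasmid-free libraries, the means were 0.479, 0.0312 and 66.4%. The simulation drew libraries independently, without the likeness of libraries of the same letter, so no conclusion is drawn from the difference.

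The libraries of each comparison were also regrouped. With 3 libraries against 3 there are 10 groupings, too few for a share under 0.05. The real grouping of plasmid-free ΔPFLU4242 and wild type called 0 genes by edgeR (48 at an unadjusted p under 0.05, and 0 by DESeq2), as did all 10 groupings. Against plasmid-free wild type, the real count and the highest of the other groupings were 401 and 0 for pQBR57, 251 and 0 for pQBR103, 717 and 0 for ΔgacS, 28 and 0 for ΔPFLU4242 with pQBR57, 3 and 0 for ΔPFLU4242 with pQBR103, 1070 and 0 for ΔgacS with pQBR57, 996 and 8 for ΔgacS with pQBR103, and 26 and 0 for V100A. Against the wild type with the same plasmid they were 477 and 1 (ΔPFLU4242, pQBR57), 524 and 0 (ΔPFLU4242, pQBR103), 821 and 0 (ΔgacS, pQBR57), 1638 and 0 (ΔgacS, pQBR103) and 24 and 11 (V100A). Between the plasmids they were 1223 and 0, between V100A and pQBR57 in ΔPFLU4242 1 and 0, and within ΔPFLU4242 26 and 0 for pQBR57 and 4 and 0 for pQBR103. Where the real count was over 0, only the real grouping reached it in each of these. The other groupings mix the 2 groups, so a real difference between the groups widens their spread. Their counts are therefore no measure of what arises without a difference.
Within ΔgacS 2 of 10 groupings reached the real count, which was 37 for pQBR57 and 3 for pQBR103, while another grouping called 565 and 167 genes. In both, it set replicates A and B of plasmid-free ΔgacS with replicate A of the plasmid against the rest, which points to a structure of the ΔgacS samples. Replicates A and B of plasmid-free ΔgacS were also the most alike of all replicate pairs. Their squared difference over counting noise was 12.8 per gene, against 118 and 108 with replicate C. The next lowest pair, A and B of wild type with pQBR103, had 29.2. The measure also grows with depth, and the cause was not tested. For genes of pQBR57 the real count and the highest other were 38 and 0 in ΔPFLU4242, 13 and 1 with V100A, 46 and 0 in ΔgacS, 21 and 0 between ΔgacS and ΔPFLU4242 and 2 and 2 between V100A and ΔPFLU4242, where 2 of 10 groupings reached it. For genes of pQBR103 they were 189 and 0 in ΔPFLU4242 and 69 and 0 in ΔgacS.
Where the 3 other groupings that keep 1 library of each letter in each group are taken alone, they called 0 genes (edgeR) in each of these comparisons.
For an interaction, 25 groupings were taken without regard to the letters, with 66 and 0 genes for pQBR57 and ΔPFLU4242, 124 and 1 for pQBR103 and ΔPFLU4242 and 98 and 0 for pQBR103 and ΔgacS. The replicates were processed as blocks, which these groupings break, so that a share under 1 in 20 among them does not exclude chance. The groupings that keep the letters, added after the results were seen, number 19, too few for a share under 0.05, and the highest of the others called 0 genes (edgeR) in each interaction. For pQBR57 and ΔgacS, 2 of 25 groupings reached the real count of 1, and the other called 367 genes, so chance was not excluded.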
